# Tumor cell-specific loss of GPX4 reprograms triacylglycerol metabolism to escape ferroptosis and impair antitumor immunity in non-small cell lung cancer

**DOI:** 10.1093/procel/pwaf101

**Published:** 2025-11-19

**Authors:** Peng Wang, Shengdan Zhang, Xin Chen, Xu-Dong Yang, Shi Huang, Huiyong Yin, Hao-Yu Duan, Fuling Zhou, Jia Yu, Bo Zhong, Dandan Lin

**Keywords:** GPX4, triacylglycerol, lipid droplets, lipid release, non-small cell lung cancer, tumor microenvironment

## Abstract

Glutathione peroxidase 4 (GPX4) is a master regulator of ferroptosis, a process that has been proposed as a potential therapeutic strategy for cancer. Here, we have unexpectedly found that inducible knockout of GPX4 in tumor cells significantly promotes non-small cell lung cancer (NSCLC) progression in the autochthonous *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^ (KL) and *Kras*^LSL-G12D/+^*Tp53*^fl/fl^ (KP) mouse models, whereas inducible overexpression of GPX4 in tumor cells exerts the opposite effect. GPX4-deficient tumor cells evade ferroptosis by upregulating the expression of DGAT1/2 to promote the synthesis of triacylglycerol (TAG) and oxidized TAG (oxTAG) and the formation of lipid droplets in cells. In addition, GPX4-deficient tumor cells secrete TAG and oxTAG into the extracellular space to induce dysfunction of antitumor CD8^+^ T cells, thereby coordinating an immunoinhibitory tumor microenvironment (TME). Consistently, treatment with DGAT1/2 inhibitors or inducible overexpression of GPX4 in tumor cells significantly resensitizes tumor cells to ferroptosis and ignites the activation of T cells in the TME to inhibit NSCLC progression. These findings highlight a previously uncharacterized role of tumor cell-specific GPX4 in NSCLC progression and provide potential therapeutic strategies for NSCLC.

## Introduction

Glutathione peroxidase 4 (GPX4) is an enzyme that catalyzes the reduction of cytotoxic phospholipid hydroperoxides (PL-OOH) into PL alcohols (PL-OH) and thereby protects against ferroptosis (Cozza et al., 2017; Ursini et al., 1982). Deletion of GPX4 leads to the accumulation of PL peroxides and induces cell death in *in vitro* cultured cells (Canli et al., 2016; Hambright et al., 2017; Matsushita et al., 2015; Muri et al., 2019; Seiler et al., 2008; Xu et al., 2021a; Yao et al., 2021). Accordingly, *Gpx4*^−/−^ mouse embryos die at E7.5 and Cre-ER; *Gpx4*^fl/fl^ mice exhibit lethality after 2 weeks of tamoxifen (Tam) treatment (Friedmann Angeli et al., 2014; Seiler et al., 2008; Yant et al., 2003; Yoo et al., 2012), whereas the human *GPX4* transgene rescues the lethal phenotype of *Gpx4*^−/−^ mice and inhibits PL peroxide-induced cell death (Ran et al., 2004), demonstrating an indispensable role of GPX4 in the survival and development of mice under homeostatic conditions. In RAS^mut^ cancer cells, genetic deletion or inhibition of GPX4 induces PL peroxidation and ferroptosis and inhibits tumor cell growth in mice (Dixon et al., 2012; Yang et al., 2014), suggesting a protumor role of GPX4 in xenograft or syngeneic graft models. However, conditional deletion of GPX4 in the pancreas (*Pdx1*-Cre; *Gpx4*^fl/fl^) of mice promotes pancreatic tumorigenesis in the KRas^G12D^ model (Dai et al., 2020), arguing a protective role of GPX4 in the spontaneous RAS^mut^ cancer model. It should be noted that such a strategy of GPX4 depletion might cause cell death or tissue injury at the early stage of cancer development or even before the malignant transformation of tumor cells, which might have an impact on the functions of GPX4 in tumor progression *in vivo*.

The tumor microenvironment (TME), which includes immune and non-immune cells, metabolites, and cytokines, critically regulates the progression and drug response of cancers (Herbst et al., 2018; Tang et al., 2023; You et al., 2023). Lung cancer is the leading cause of cancer-related mortality (Siegel et al., 2023; Wang et al., 2023), and approximately 85% of the diagnosed lung cancers are non-small cell lung cancer (NSCLC) (Herbst et al., 2018). Various mutations, including those in the tumor-driving genes *KRAS*, *EGFR*, and *ALK* and the tumor suppressor genes *TP53* and *LKB1*, have been identified in NSCLC (Chen et al., 2020; Gillette et al., 2020; Skoulidis and Heymach, 2019; Xu et al., 2020). Studies with genetically engineered mouse models (GEMMs) harboring the mutations (e.g., *Kras*^LSL-G12D/+^*Tp53*^fl/fl^, KP; *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^, KL) have been conducted to elucidate the mechanisms of and screen effective therapies for NSCLC (Chen et al., 2012; Ji et al., 2007; Johnson et al., 2001). For example, we have found that the chemokine CCL7 secreted by alveolar macrophages in the TME recruits type 1 conventional dendritic cells to promote an antitumor T-cell response and inhibit NSCLC progression (Dong et al., 2023; Zhang et al., 2020), whereas neutrophils in the TME produce IL-36γ to alleviate the oxidative stress and promote NSCLC progression by increasing glutathione metabolism in the KL and KP models (Wang et al., 2021). In addition, antioxidants such as N-acetylcysteine and vitamin E accelerate KRas^G12D^-driven NSCLC progression by tuning down the global oxidative stress in the TME (Sayin et al., 2014). Considering the essential role of GPX4 in the reduction of lipid peroxides that contribute to the oxidative stress of cancer cells, whether and how the regulation of lipid peroxidation by GPX4 in tumor cells modulates NSCLC progression in the autochthonous mouse models remain to be investigated.

Here, we have adopted a dual recombinase-mediated gene mutation system (Cre-loxP and DreER^T2^-rox) and a Cre recombinase plus doxycycline (Dox)-rTTA system to specifically and inducibly delete and overexpress GPX4 in tumor cells in the autochthonous KL and KP NSCLC mouse models, respectively. Interestingly, inducible knockout of GPX4 in the tumor cells of the established autochthonous KL or KP tumors significantly promotes the progression of NSCLC and accelerates the death of mice, and inducible overexpression of GPX4 in tumor cells has the opposite effect. Mechanistically, inducible knockout of GPX4 in tumor cells leads to the accumulation of triacylglycerol (TAG) and oxidized TAG (oxTAG) in tumor cells and the formation of lipid droplets in a DGAT1/2-dependent manner, thereby protecting tumor cells from ferroptosis. In addition, inducible knockout of GPX4 in tumor cells promotes the secretion of TAG and oxTAG, which induces dysfunction and exhaustion of antitumor CD8^+^ T cells in the TME. Selective overexpression of GPX4 in tumor cells or pharmacological inhibition of DGAT1/2 impairs the synthesis of TAG and oxTAG, promotes the generation of oxPE/PC in tumor cells, and enhances antitumor immunity to inhibit NSCLC progression in autochthonous mouse models. These findings have demonstrated an unexpected role of tumor cell-specific GPX4 in reprogramming TAG metabolism and antitumor immunity in the TME and the progression of autochthonous NSCLC.

## Results

### Inducible knockout of GPX4 in tumor cells promotes NSCLC progression in autochthonous KP and KL mouse models

To investigate the role of GPX4 in tumor cells in autochthonous KP and KL NSCLC models, we took advantage of the Cre-loxP and the DreER^T2^-rox systems to inducibly delete GPX4 in tumor cells of the established KP and KL tumors. Specifically, the targeting vector consisting of rox-*Gpx4*-rox-DreER^T2^-loxP2272-STOP-loxP2272-CAG promoter and the flanking homologous sequences was knocked into the *Gpx4* gene locus to generate *Gpx4*-rox-CAG-LSL-DreER^T2^ mice (termed *Gpx4*^m/m^ hereafter) (Fig. S1A and S1B). Cre-mediated removal of the STOP cassette allowed the expression of the DreER^T2^ protein that would induce the knockout of GPX4 only after 4-hydroxytamoxifen (4-OHT) treatment (Fig. S1C). We next intranasally infected the *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^*Gpx4*^m/m^ (KLG4^m/m^) mice with Ad-Cre, and 5 weeks later (when KRas^G12D^ induced malignant transformation and when the tumor lesions were formed) (Dong et al., 2023; Ji et al., 2007; Tang et al., 2024; Wang et al., 2021), the mice were intraperitoneally injected with corn oil or tamoxifen (Tam) (which was metabolized into 4-OHT in mice) every other day for 2 weeks. The mice were then euthanized for various analyses (Fig. S2A). The autochthonous NSCLC models in this study were induced in this way otherwise specified. PCR analysis of genomic DNA from different tissues suggested that exons 5–7 of the *Gpx4* gene were specifically deleted in tumors but not in lung non-cancerous tumor-adjacent tissue (NAT), heart, liver, spleen, kidney, or brain or in the organs of corn oil-treated KLG4^m/m^ counterparts (Fig. S2B). We further FACS-sorted different types of cells in the KL and the KLG4^m/m^ tumors (Fig. S2C), and found that the rearrangement of the *Gpx4* gene selectively occurred in tumor cells (EpCAM^+^CD31^−^) (Fig. S2D). Additionally, the protein levels of GPX4 were substantially decreased in EpCAM^+^CD31^−^ tumor cells but not in endothelial cells (CD31^+^CD49d^−/int^), stromal cells (CD31^−^CD49d^+^), or immune cells (CD45^+^) in KLG4^m/m^ tumors compared to the KL counterparts (Fig. S2E), suggesting efficient, specific and inducible deletion of GPX4 in tumor cells in the KLG4^m/m^ autochthonous NSCLC mouse model.

We next examined the effect of inducible knockout of GPX4 in tumor cells on the progression of autochthonous murine NSCLC. Interestingly, we found that the survival of KLG4^m/m^ mice was significantly shorter than that of KL mice after Ad-Cre infection and Tam treatment (Fig. 1A). In addition, the tumor burdens and the individual tumor sizes in the lungs of KLG4^m/m^ mice were significantly greater than those in the lungs of KL mice, as suggested by micro-computed tomography (micro-CT) imaging and hematoxylin and eosin (H&E) staining analyses (Fig. 1B and 1C). With similar treatments, the *Kras*^LSL-G12D/+^*Tp53*^fl/fl^*Gpx4*^m/m^ (KPG4^m/m^) mice exhibited shorter survival time, larger tumor sizes, and heavier tumor burdens than the KP mice (Fig. 1D–F). In addition, the KLG4^m/m^ mice had larger tumor sizes and heavier tumor burdens in the lungs than did the KL mice after intranasal injection of Ad-SPC-Cre, which has been shown to specifically and efficiently express the Cre recombinase in lung alveolar type II epithelial cells (Li et al., 2015; Perl et al., 2002; Sutherland et al., 2014), followed by Tam treatment (Fig. S3A and S3B). These data demonstrate that inducible knockout of GPX4 in tumor cells promotes autochthonous NSCLC progression in the KL and KP mouse models.

**Figure 1.**
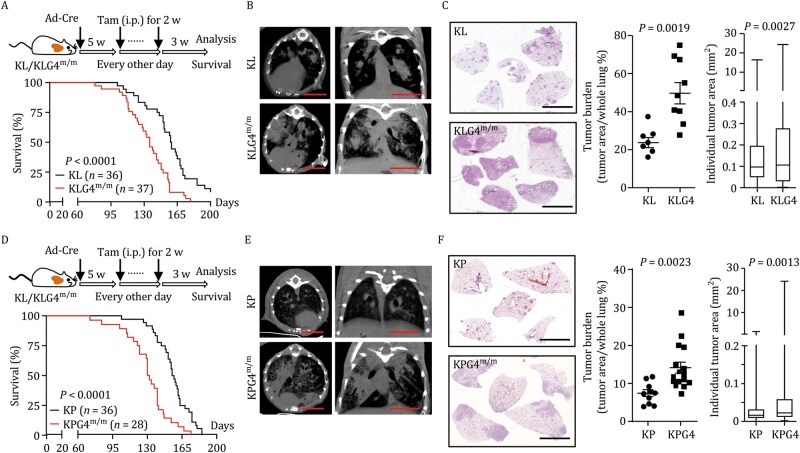
**Inducible knockout of GPX4 in tumor cells promotes NSCLC progression in the autochthonous KP and KL mouse models**. (A) A scheme of tumor induction (upper) and the survival (lower) of *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^ (KL, *n *= 36) and *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^*Gpx4*^m/m^ (KLG4^m/m^, *n *= 37) mice. The KL and the KLG4^m/m^ mice were intranasally injected with Ad-Cre (2 × 10^6^ PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen every other day for 2 weeks. The mice were allowed to rest for another 3 weeks followed by various analyses or monitored for survival.(B, C) Representative images of micro-CT (B) and H&E staining (C, left) and statistics of tumor burdens (C, middle) and individual tumor sizes (C, right) of tumor-burdened lungs from the KL (*n *= 7) and KLG4^m/m^ (*n *= 9) mice treated as in (A). (D) A scheme of tumor induction (upper) and the survival (lower) of *Kras*^LSL-G12D/+^*Tp53*^fl/fl^ (KP, *n *= 36) and *Kras*^LSL-G12D/+^*Tp53*^fl/fl^*Gpx4*^m/m^ (KPG4^m/m^, *n *= 28) mice that were treated as described in (A). (E and F) Representative images of micro-CT (E) and H&E staining (F, left), and statistics of tumor burdens (F, middle) and individual tumor sizes (F, right) of tumor-burdened lungs from KP (*n *= 10) and KPG4^m/m^ (*n *= 16) mice treated as in (D). Statistical analyses were performed with log-rank analysis (A, D) or two-tailed Student’s *t*-test (C, F). Graphs show mean ± SEM (C, F). Scale bars represent 5 mm (B, C, E, F). Data are combined results of three independent experiments (A, D) or representative results of two independent experiments (B, C, E, F).

### Inducible knockout of GPX4 inhibits tumor growth in syngeneic graft mouse models

Previous studies have shown that knockdown or inhibition of GPX4 in RAS^mut^ tumor cell lines induces cancer cell ferroptosis and inhibits tumor growth (Dixon et al., 2012; Yang et al., 2014). We next examined the role of GPX4 in tumor cell growth in syngeneic graft models. The CD45^−^CD31^−^EpCAM^+^ tumor cells from KL and KLG4^m/m^ tumors were subcutaneously inoculated into the flanks of wild-type C57BL/6 mice followed by various analyses (Fig. S3C). The results suggested that GPX4 was efficiently deleted in the KLG4^m/m^ tumors and that the growth of KLG4^m/m^ tumor cells was severely compromised compared to the KL tumor cells (Fig. S3C and S3D), suggesting that GPX4 is indispensable for tumor cell growth in the subcutaneous syngeneic graft model.

To examine the role of GPX4 in maintaining tumor growth, we isolated the CD45^−^CD31^−^EpCAM^+^ tumor cells from KL and KLG4^m/m^ mice that were intranasally infected with Ad-Cre for 10 weeks and subcutaneously inoculated the cells into the flanks of wild-type C57BL/6 mice followed by Tam treatment (Fig. S3E). The results suggested that the growth of KLG4^m/m^ tumors was similar to that of KL tumors before Tam treatment, whereas the growth of KLG4^m/m^ tumors but not KL tumors was significantly inhibited after Tam treatment, which was accompanied by a decrease of GPX4 in KLG4^m/m^ tumors (Fig. S3E–G). These data demonstrate that GPX4 is required for tumor cell growth and maintenance in subcutaneous syngeneic graft models.

### Liprostatin-1 restores syngeneic KLG4^m/m^ tumor growth

Knockout or inhibition of GPX4 promotes lipid peroxidation and ferroptosis in *in vitro* cell cultures, which is rescued by lipophilic radical-trapping agents such as liprostatin-1 (Lip-1) or α-tocopherol (Friedmann Angeli et al., 2014; Seiler et al., 2008; Yang et al., 2014). Consistent with this notion, the tumor cells from Tam-treated syngeneic KLG4^m/m^ tumors exhibited higher lipid peroxidation and more severe ferroptotic death than did those from Tam-treated syngeneic KL tumors, as indicated by C11-BODIPY and SYTOX staining (Fig. S3H). Treatment with Lip-1 substantially decreased lipid peroxidation and ferroptotic cell death of KLG4^m/m^ tumor cells and restored the growth of KLG4^m/m^ tumors that should have shrunk after Tam treatment (Fig. S3E–H). These data suggest that inducible knockout of GPX4 results in ferroptosis of KL tumor cells in syngeneic subcutaneous models.

We next examined lipid peroxidation in the tumor cells of the autochthonous KL and KLG4^m/m^ tumors and found that the C11-BODIPY staining in CD45^−^CD31^−^EpCAM^+^ tumor cells from autochthonous KLG4^m/m^ tumors was significantly higher than in those from KL tumors (Fig. S4A). Interestingly, however, we did not observe increased death or mitochondrial damage in KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells compared to the KL counterparts as revealed by the SYTOX staining and transmission electron microscopy (TEM) analyses (Fig. S4B and S4C). This phenomenon was further confirmed by immunofluorescence staining of 4-hydroxynonenal (4-HNE, a downstream metabolite of PL peroxidation, which is commonly used as a surrogate marker of ferroptosis), and terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) within the EpCAM^+^ cells in KL and KLG4^m/m^ tumors (Fig. S4D). Lipidomic analysis revealed that the levels of classical ferroptosis-associated oxygenated phosphatidylcholine (PC) (PC 18:0/22:4[2O] and PC 18:0/20:4[2O]) and phosphatidylethanolamine (PE) (PE 18:0/20:4[2O] and PE 18:0a_HETE), polyunsaturated fatty acid (PUFA)-PC and PUFA-PE and free fatty acid (FFA) were comparable between the KL and the KLG4^m/m^ tumor cells (Doll et al., 2019; Friedmann Angeli et al., 2014; Kim et al., 2022; Li et al., 2024) (Fig. S4E–G; Table S1A), indicating that inducible GPX4 deficiency in tumor cells does not lead to the accumulation of ferroptotic PL hydroperoxides in the autochthonous NSCLC models.

### The autochthonous *Gpx4*-null tumor cells adapt to TAG synthesis and lipid droplet formation

Further analysis of our lipidomic data suggested that TAG (especially PUFA-TAG) was increased and diacylglycerol (DAG) was decreased in KLG4^m/m^ tumor cells compared to KL tumor cells (Fig. 2A–C; Table S1B). In addition, the results from targeted lipidomics assays suggested that oxidized TAG (oxTAG) was significantly increased in KLG4^m/m^ tumor cells compared to KL tumor cells (Fig. 2D; Table S1A). Consistent with the notion that cells convert excessive lipids (mainly TAG) into lipid droplets (Mathiowetz and Olzmann, 2024; Olzmann and Carvalho, 2019), we observed increased Oil Red O staining in KLG4^m/m^ tumor cells compared to KL tumor cells (Fig. 2E). In addition, the results from the ultrastructural section and TEM analysis revealed more and larger lipid droplets in KLG4^m/m^ tumor cells than in KL tumor cells (Fig. 2F). Notably, the lipid droplets contained more oxidized lipids in KLG4^m/m^ tumor cells than in KL tumor cells, as indicated by the C11-BODIOY staining (Fig. 2G), which is consistent with the observations that more oxTAG was identified in KLG4^m/m^ tumor cells than in KL tumor cells (Fig. 2D). Similarly, we also observed a higher abundance of lipid droplets containing oxidized lipid species in KPG4^m/m^ tumor cells than in KP tumor cells (Fig. 2H). Collectively, these data implicate that inducible deletion of GPX4 in tumor cells in the autochthonous NSCLC models leads to the synthesis and storage of TAG and oxTAG to evade ferroptosis. In support of this notion, it has been shown that lipid droplets protect the Drosophila glial cell niche and neural stem cells from harmful PUFA oxidation-induced ferroptosis (Bailey et al., 2015).

**Figure 2.**
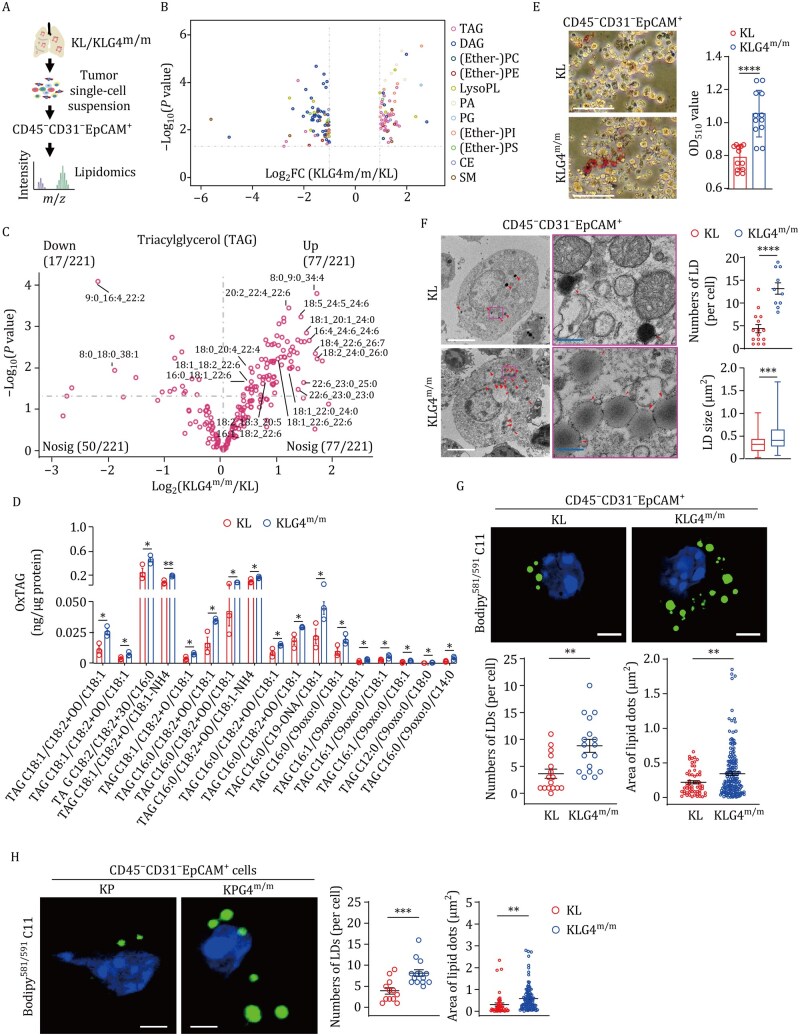
**Inducible knockout of GPX4 in tumor cells increases the TAG accumulation and the lipid droplet formation in the autochthonous NSCLC models**. (A) A workflow scheme of lipidomics analyses of KL and KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells. (B) Volcano plot of differential lipids (*P* < 0.05 and |log_2_[fold change (FC)]| ≥ 1) in KLG4^m/m^ versus KL CD45^−^CD31^−^EpCAM^+^ tumor cells. (C) Volcano plot showing the levels of triacylglycerols (TAGs) in CD45^−^CD31^−^EpCAM^+^ tumor cells derived from KLG4^m/m^ mice (*n* = 3) versus KL-derived tumor cells (*n* = 3). (D) Quantitative assessment of oxidized triacylglycerols (oxTAGs) in CD45^−^CD31^−^EpCAM^+^ tumor cells from lung tumors of KL (*n* = 3) and KLG4^m/m^ (*n* = 3) mice. (E) Representative images (left) and statistical analysis (right) of oil red O staining of CD45^−^CD31^−^EpCAM^+^ tumor cells from KL (*n* = 12) and KLG4^m/m^ (*n* = 12) lung tumors. (F) Representative images from transmission electron microscopy (left, red arrowheads indicate lipid droplets) along with statistics of the numbers and sizes (right) of lipid droplets (LDs) in CD45^−^CD31^−^EpCAM^+^ tumor cells from KL (*n* = 15) and KLG4^m/m^ (*n* = 10) mice. The magenta boxed areas are shown at higher magnification on the right. (G) Representative images (upper images) and statistical analysis (lower graphs) of oxidized lipid-containing LDs in KL (*n* = 16) and KLG4^m/m^ (*n* = 17) CD45^−^CD31^−^EpCAM^+^ tumor cells. (H) Representative images (upper images) and statistical analysis (lower graphs) of oxidized lipid-containing LDs in KP (*n* = 12) and KPG4^m/m^ (*n* = 14) CD45^−^CD31^−^EpCAM^+^ tumor cells. Graphs show mean ± SEM (D–H). Statistical analyses were performed with multiple *t*-test (D) and two-tailed Student’s *t*-test (E–H). Scale bars represent 100 µm (E), 5 µm (white, F, G, and H) and 500 nm (blue, F); *n* = 3 mice per group (B–D). Data are representative of three independent experiments (E–H). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To investigate the mechanism underlying the increase in TAG synthesis and storage in *Gpx4*-null tumor cells, we performed transcriptome sequencing (mRNA-seq) of KL and KLG4^m/m^ tumor cells (Fig. 3A), and found that the expression of genes involved in TAG synthesis such as *Gpd1l*, *Gpam*, *Agpat4*, *Plpp1*, *Dgat2* and *Srebf2* (Krahmer et al., 2009; Lee et al., 2024; Mathiowetz and Olzmann, 2024) was significantly upregulated in KLG4^m/m^ tumor cells compared to KL tumor cells (Fig. 3B and 3C; Table S2A), which was further confirmed by RT-qPCR assays (Fig. S5A and S5B), indicating that GPX4 reprograms the expression of genes involved in TAG metabolism. Consistent with this notion, analysis of scRNA-seq data suggested that tumor cells expressing high levels of *GPX4* mRNA (*GPX4*^high^) exhibited lower levels of *DGAT2*, *GPD1L*, and *APOE* mRNA than those expressing low levels of *GPX4* mRNA (*GPX4*^low^) in the human NSCLC tissues or the KL NSCLC mouse model (Hu et al., 2023; Wang et al., 2021) (Fig. S5C and S5D). Interestingly, however, the expression of *Dgat2* and *Apoe* became comparable between KLG4^m/m^ and KL tumor cells at 12 h after culture and was lower in KLG4^m/m^ tumor cells than in KL tumor cells at 24 h after culture (Fig. S5E). In addition, the expression of *Dgat2* and *Apoe* was not upregulated in subcutaneous syngeneic KLG4^m/m^ tumors compared to KL tumors (Fig. S5F and S5G), indicating that the microenvironment in the autochthonous NSCLC models licenses GPX4-mediated regulation of genes involved in TAG synthesis. These data suggest that the autochthonous *Gpx4*-null tumor cells upregulate the expression of *Dgat2* and adapt to (ox)TAG synthesis and lipid droplet formation.

**Figure 3.**
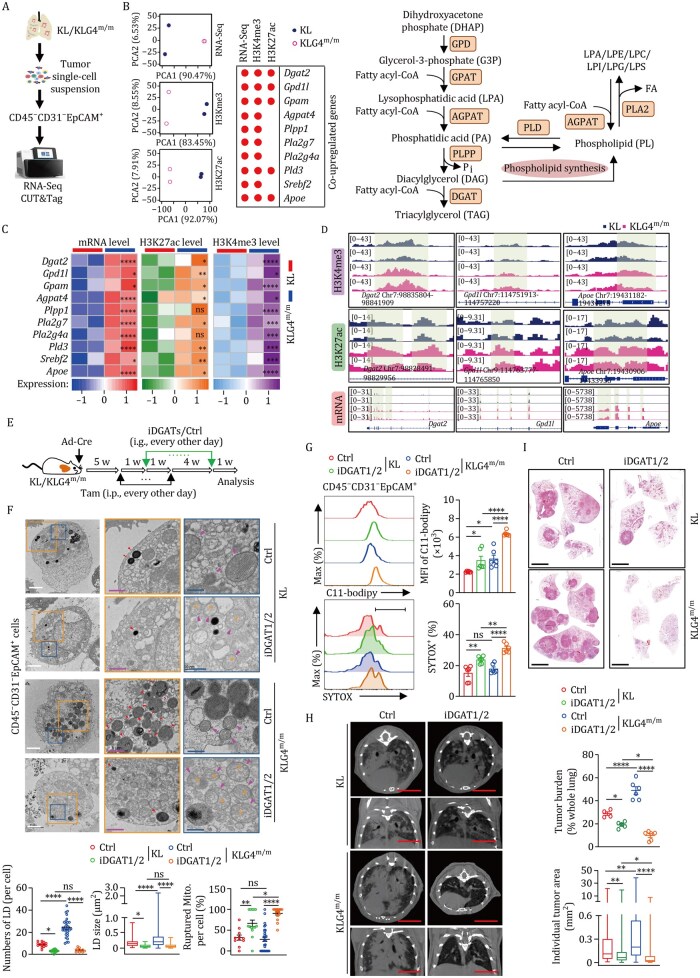
**Inhibition of TAG synthesis re-sensitizes *Gpx4*-deficient tumor cells to ferroptosis**. (A) A workflow scheme of RNA-seq and CUT&Tag (H3K4me3 and H3K27ac) of KL and KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells. (B) The principal component analysis (PCA) plot showing the differentially expressed genes (DEGs) in RNA-Seq and the differential histone modifications in CUT&Tag assays of KL and KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells (left). Dotplot showing the upregulated DEGs and the histone modifications in CUT&Tag assays of KL and KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells (middle). Scheme of TAG and phospholipids synthesis pathway (right). GPD, glycerol-3-phosphate dehydrogenase; GPAT, glycerol-3-phosphate acyltransferase; AGPAT, 1-acylglycerol-3-phosphate O-acyltransferase; PLPP, phospholipid phosphatase; DGAT, diacylglycerol acyltransferase; PLD, phospholipase D; PLA2, phospholipase A2; FA, fatty acid. (C) Heatmap showing the expression levels, H3K4me3 and H3K27ac modifications of the 10 TAG synthesis-related DEGs. (D) Representative integrative genomics viewer (IGV) displaying CUT&Tag sequencing and RNA-sequencing signal profiles across *Dgat2*, *Gpd1l*, and *Apoe* loci in CD45^−^CD31^−^EpCAM^+^ tumor cells derived from lung tumors of KL and KLG4^m/m^ mice. (E) Schematic illustration depicts tumor induction and iDGAT1/2 (composed of T863 and PF06424439) treatment in KL and KLG4^m/m^ mice that were intranasally injected with Ad-Cre (2 × 10^6^ PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen every other day for 2 weeks. One week after Tam treatment, the mice were injected with iDGAT1/2 (composed of T863 and PF06424439, 20 mg and 40 mg per kg body weight, respectively) every other day by gavage for 5 weeks. The mice were rested for 1 week followed by various analyses. (F) Representative images from transmission electron microscopy showing the morphology of lipid droplets (red arrowheads, in middle panel images) and mitochondria (bottom panel images, mitochondria were indicated by magenta arrowheads and ruptured mitochondria were highlighted with orange asterisks) along with statistics of the numbers and the sizes of lipid droplets (LDs) and the percentage of ruptured mitochondria in CD45^−^CD31^−^EpCAM^+^ tumor cells from lung tumors of KL and KLG4^m/m^ mice treated as in (E). The orange and blue boxed areas are shown at higher magnifications in the middle (orange box) and the bottom (blue box), respectively. (G) The levels of C11-bodipy staining (upper panels) and SYTOX staining (lower panels) of CD45^−^CD31^−^EpCAM^+^ tumor cells from lung tumors of KL and KLG4^m/m^ mice treated as in (E); *n *= 6 for each group. (H and I) Representative images of H&E staining (H, left), statistics of tumor burdens and individual tumor sizes (H, right) and representative images of micro-CT (I) of tumor-burdened lungs from the KL (*n *= 4 for control and *n *= 5 for iDGAT1/2, respectively) and KLG4^m/m^ (*n *= 6 for control and *n *= 6 for iDGAT1/2) mice treated as in (E); *n *= 2 mice per group (B–D). Graphs show mean ± SEM (F–H). Statistical analyses were performed with two-way ANOVA (F–H). Scale bars represent 2 µm (white, F), 1 µm (magenta, F), 500 nm (blue, F), and 5 mm (H and I). Data are representative of three (F–I) independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns, not significant.

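CUT&Tag releases the DNA next to an antibody-bound histone mark, so that reads gather where the mark lies, and H3K4me3 lies mainly at gene promoters. The H3K4me3 libraries of CD45-CD31-EpCAM+ tumor cells from 2 KL mice (replicates 1 and 2) and 2 KLG4 m/m mice (replicates 3 and 4) are analysed here. These numbers are those of the sample labels and of the legend of Fig. 3, and the methods give another number of mice. The H3K27ac and RNA-seq data were not analysed here. KL is the paper's name for an autochthonous lung tumor model, and KLG4 m/m tumor cells of this model also lose *Gpx4* after tamoxifen. The tumors were taken 10 weeks after infection with Ad-Cre, which were made up of 5 weeks before tamoxifen, 2 weeks of tamoxifen and 3 weeks of rest (Fig. 1A), and 1000000 cells per mouse were used. The authors trimmed the reads, mapped them with BWA, removed mitochondrial reads, reads of low mapping quality and PCR duplicates, called peaks with MACS2 and assigned the peaks to genes. Their deposited table lists 35486 peaks over 35484 different regions, each 400 bp long except 1, with the whole number of reads per library, the counts per 1000000 reads in the listed peaks (CPM) and the authors' own comparison of the groups. The paper's text does not name how the peaks were merged over libraries or which test compared the groups. Positions are given as the table holds them. They are not those of GRCm38, the genome build of the Ensembl release that the methods name. The libraries held 3462206 and 3463731 reads in the listed peaks in KL and 3454155 and 3244495 in KLG4 m/m. Over all peaks, the 2 KL libraries differed slightly more than sampling noise allows (chi-square per degree of freedom 1.13, chi-square test, p = 1.69e-61), as did the 2 KLG4 m/m libraries (1.23, p = 1.40e-181), so each library was counted as a separate sample. Between a KL and a KLG4 m/m library this value lay between 2.37 and 2.80. Read counts were scaled by edgeR's TMM factors, which lay between 0.995 and 1.00, and compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all listed peaks, no filter on low peaks and a threshold of 0.05 on the adjusted p. The call at every one of the 35486 peaks was that of the authors' deposited table, and no log2 fold change differed from that table by more than 1.67e-05. For each gene, the reads of all its peaks were summed and the same test was run over 20871 genes. All log2 fold changes are KLG4 m/m over KL. With 2 libraries per group, an exact permutation test of a single value cannot pass the threshold, since 4 libraries allow 3 splits, and the tests rest on the variance that edgeR shares between peaks. Weak peaks hold few reads per library, which limits their precision.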

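Principal components of the 4 H3K4me3 libraries were computed from centred log2(CPM + 1) values of all listed peaks. The first component held 59.5% of the variance and parted the groups, with scores of -35.2 and -40.7 for the KL libraries and 35.6 and 40.3 for the KLG4 m/m libraries. The second component held 21.5% of the variance and parted KLG4 m/m replicate 3 (33.3) from KLG4 m/m replicate 4 (-31.2), while the KL libraries scored -2.98 and 0.865. The shares moved most when only the 8738 peaks with an unadjusted p under 0.05 between the groups were used: the first component then held 83.4% of the variance. Those peaks were selected for a difference between the groups.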

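The deposited H3K4me3 table assigns 23 peaks to the 10 TAG synthesis-related genes, from 1 peak (*Apoe*) to 4 peaks (*Srebf2*) per gene. Signal was higher in KLG4 m/m at 8 of these peaks and lower at 1 past the threshold on the adjusted p of edgeR's quasi-likelihood test, and the median log2 fold change of the 23 peaks was 0.29. With the reads of each gene's peaks summed, all 10 genes had a log2 fold change above 0 and 6 passed the threshold over all genes tested: *Gpam*, *Agpat4*, *Plpp1*, *Pla2g7*, *Srebf2* and *Apoe*. With p adjusted over the list alone, 7 passed, with *Pld3* added. DESeq2 and an added 1.5-fold change moved the count most, each to 2 of the 10 genes past the threshold over all genes. *Apoe* has 1 peak, on chromosome 7 from 19432756 to 19433156 over the transcription start site, with 10.6 ± 2.03 CPM (SD, n = 2) in KL and 23.6 ± 2.57 CPM (SD, n = 2) in KLG4 m/m. Its log2 fold change was 1.14 (standard error 0.203, edgeR adjusted p = 7.47e-04). Under DESeq2 this peak did not pass the threshold (adjusted p = 0.0545; over the 8 alternatives the adjusted p ran from 8.70e-06 to 0.0545 and passed in 7). The 2 peaks of *Gpam* are intergenic and lie 33.8 and 35.8 kb downstream of the start site on chromosome 19, and their log2 fold changes were 1.46 (edgeR adjusted p = 0.00312) and 0.96 (edgeR adjusted p = 0.0139). The 2 peaks of *Plpp1* moved apart: the promoter peak rose by 0.98 on the log2 scale (edgeR adjusted p = 2.21e-04) and the intronic peak fell by 1.17 (edgeR adjusted p = 0.00733). The summed signal of *Agpat4*, *Plpp1*, *Pla2g7* and *Srebf2* rose by 0.23 to 0.45 on the log2 scale. *Pld3* rose by 0.27 (edgeR adjusted p = 0.0546). *Pla2g4a* rose by 0.24 (edgeR adjusted p = 0.262), a value that 1 library decides: it was 0.47 without KL replicate 1 and 0.05 without KL replicate 2. As a set, the summed signals of the 10 genes had a median log2 fold change of 0.28 (camera with a preset correlation of 0.01, adjusted p = 1.52e-05 over 10 gene lists). Under fry, which estimates the correlation between genes, the set did not pass the threshold (adjusted p = 0.0716). None of 10000 random lists of 10 genes with similar signal had a median as high, and the median over those lists was 0.02. Fig. 3B labels the 10 genes as co-upregulated and marks each of them for H3K4me3, and the paper does not state whether the H3K4me3 libraries took part in choosing them. The label makes such a choice likely. The counts over the list, the set tests and the comparison with random lists would then be largely fixed, and they are not taken as independent evidence of a rise. Other cells among the sorted cells stay open as a source of signal, at *Apoe* and at the other listed genes. A lymphocyte list had a median log2 fold change of 0.30 (camera adjusted p = 0.00335, fry adjusted p = 0.0887). A macrophage list had a median of 0.14 (camera adjusted p = 0.392, fry adjusted p = 0.348).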

### Knockout of GPX4 promotes H3K4me3 and K3K27ac modifications on *Dgat2* gene locus in autochthonous tumors

We next performed high-throughput Cleavage Under Targets and Tagmentation (CUT&Tag) sequencing assays (H3Kme3 or H3K27ac) to examine whether the transcriptional upregulation of genes involved in TAG metabolism was associated with epigenetic modifications on the loci of genes. The results suggested that the H3Kme3 and H3K27ac modifications on the locus of the *Dgat2* and *Gpd1l* genes in KLG4^m/m^ tumor cells were significantly increased compared to those in KL tumor cells (Fig. 3B–D; Table S3A and S3B), which was confirmed by ChIP-qPCR (chromatin immunoprecipitation–quantitative polymerase chain reaction) assays (Fig. S6A and S6B). In contrast, however, we found that the epigenetic markers (H3Kme3 or H3K27ac) on the loci of *Dgat2* and *Gpd1l* were comparable between the syngeneic KL and KLG4^m/m^ tumor cells or even lower in KLG4^m/m^ tumor cells than in KL tumor cells (Fig. S6C), consistent with the observations that the levels of *Dgat2* and *Gpd1l* were not upregulated in syngeneic KLG4^m/m^ tumor cells than in KL tumor cells (Fig. S5F and S5G). These data together suggest that inducible knockout of GPX4 in autochthonous tumor cells results in upregulation of (ox)TAG synthesis-related genes at both the epigenetic and the transcriptional levels.

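In the deposited H3K4me3 table, *Dgat2* has 2 peaks and *Gpd1l* has 3. The promoter peak of *Dgat2* lies on chromosome 7 from 98831902 to 98832302 over the start site and held 106 ± 5.59 CPM (SD, n = 2) in KL and 102 ± 4.80 CPM (SD, n = 2) in KLG4 m/m. Its log2 fold change was -0.05 (standard error 0.0861, edgeR quasi-likelihood adjusted p = 0.773), within the spread between replicates. The other peak of *Dgat2* lies 6.74 kb upstream of the start site, from 98838657 to 98839057, in a region annotated as distal intergenic. It held 32 and 41 reads in the KL libraries and 58 and 69 reads in the KLG4 m/m libraries, or 10.5 ± 1.84 CPM (SD, n = 2) against 19.1 ± 3.21 CPM (SD, n = 2). The log2 fold change at the upstream peak was 0.85 (standard error 0.216, edgeR quasi-likelihood adjusted p = 0.0135), and it lay between 0.68 and 1.04 with each library left out in turn. DESeq2 gave the upstream peak a log2 fold change of 0.86 that did not pass the threshold (adjusted p = 0.336); over the 8 alternatives the adjusted p ran from 0.00523 to 0.336 and passed in 7. The promoter peak of *Gpd1l* lies on chromosome 9 from 114762789 to 114763189 and held 75.8 ± 5.84 CPM (SD, n = 2) in KL and 76.7 ± 1.01 CPM (SD, n = 2) in KLG4 m/m, a log2 fold change of 0.02 (standard error 0.0972, edgeR quasi-likelihood adjusted p = 0.944). The peak in an intron of *Gpd1l*, from 114754390 to 114754790 and 7.91 kb downstream of the start site, held 14 and 18 reads in the KL libraries and 23 and 29 reads in the KLG4 m/m libraries. Its log2 fold change was 0.75 (standard error 0.322), with an unadjusted p of 0.0272 from the same edgeR test. Its adjusted p was 0.145, which does not pass the threshold. The paper counts P under 0.05 as significant and names no adjustment for CUT&Tag, and the unadjusted p would pass that. With each library left out in turn, the log2 fold change of the intronic peak lay between 0.53 and 0.95. A distal peak of *Gpd1l*, 14.4 kb upstream, had a log2 fold change of 0.06 (edgeR adjusted p = 0.944). With the reads of its peaks summed, *Dgat2* had a log2 fold change of 0.06 (standard error 0.0809) and *Gpd1l* of 0.07 (standard error 0.0931), each with an edgeR adjusted p of 0.685 over all genes and of 0.474 over the list of 10 genes alone. Quantile normalization and the use of the promoter peak only turned the summed value of *Dgat2* to -0.00264 and -0.0479. Median centring raised it to 0.15 without passing the threshold (limma adjusted p = 0.200). The mean of the log2 fold changes of its peaks, for which no test was run, was 0.40. Among all genes with 2 listed peaks, 19.0% had at least 1 peak raised at an unadjusted p under 0.05, and among those with 3 listed peaks 29.9% did. A raised peak beside unchanged peaks within 1 kb of the start site, as at *Dgat2* and *Gpd1l*, was found at 6.26% of the 2859 genes with 2 listed peaks of which 1 lies within 1 kb, and at 11.9% of the 1258 genes with 3 listed peaks both within and beyond 1 kb. The last 2 shares were computed after the first 2 were seen.

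**Figure D1:**
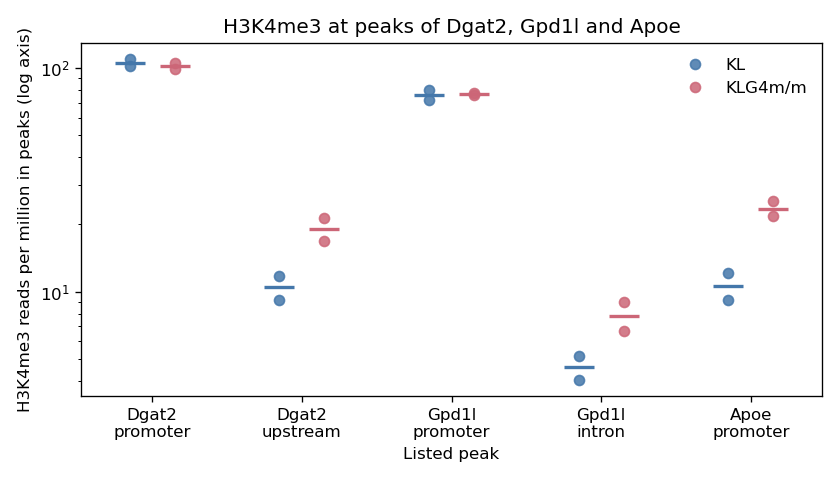
H3K4me3 signal, in CPM (scaled to the reads in the listed peaks) on a log axis, at 2 peaks of *Dgat2*, 2 peaks of *Gpd1l* and the promoter peak of *Apoe*, with a point for each library and a bar for the mean of each group of 2 libraries. The groups overlap at the promoter peaks of *Dgat2* and *Gpd1l*, and both KLG4 m/m libraries lie above both KL libraries at the other 3 peaks, of which the intronic peak of *Gpd1l* did not pass the threshold on the adjusted p.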

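Over the whole H3K4me3 table, signal was higher in KLG4 m/m at 1099 peaks and lower at 1960 peaks past the threshold on the adjusted p of edgeR's quasi-likelihood test. Of the 17073 peaks within 1 kb of a transcription start site, 494 were higher and 1440 lower, and of the 18413 other peaks, 605 were higher and 520 lower. The counts moved most with DESeq2, which called 33 peaks higher and 244 lower. A list of 16 other genes of TAG synthesis, written before the data were examined, showed no shift as a set, with a median log2 fold change of -0.04 (camera adjusted p = 0.852) that turned to 0.05 when each library was centred on its median. Among these genes, 2 were higher past the threshold, *Agpat1* by 0.31 (edgeR adjusted p = 0.0104) and *Srebf1* by 0.28 (edgeR adjusted p = 0.00130), and 3 were lower, *Gpd1* by 0.63 (edgeR adjusted p = 0.0175), *Agpat2* by 0.44 (edgeR adjusted p = 0.0123) and *Dgat1* by 0.33 (edgeR adjusted p = 0.0219). None of these 5 calls held under DESeq2, only that of *Agpat1* held after quantile normalization, and that of *Dgat1* did not hold after median centring. The log2 fold change of *Dgat1* was -0.18 without KLG4 m/m replicate 4 and -0.49 without KLG4 m/m replicate 3. The rise of *Srebf1* rests on 1 of its 4 peaks. At *Dgat2* and *Gpd1l* in autochthonous tumor cells, the paper reports raised H3K4me3 and H3K27ac by CUT&Tag, and by ChIP-qPCR as well. It also reports comparable or lower modifications in syngeneic tumor cells, and the expression of these genes. From these results it proposes that GPX4 loss in autochthonous tumor cells upregulates genes of (ox)TAG synthesis at the epigenetic as well as the transcriptional level. The H3K27ac data, the ChIP-qPCR assays, the data from syngeneic tumor cells and the expression data were not analysed here.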

### Inhibition of (ox)TAG synthesis sensitizes the autochthonous *Gpx4*-null tumor cells to ferroptosis

Diacylglycerol acyltransferase 1 and 2 (DGAT1/2) are rate-limiting enzymes in TAG synthesis that catalyze the conversion of DAG into TAG (Farese and Walther, 2023; Krahmer et al., 2009). T863 and PF06424439 are inhibitors of DGAT1 and DGAT2, respectively (collectively referred to as iDGAT1/2 hereafter) that substantially inhibit TAG synthesis (Lee et al., 2024; Wang et al., 2024). We further found that the injection of iDGAT1/2 by gavage significantly decreased the number of lipid droplets and promoted mitochondrial rupture in KL and KLG4^m/m^ tumor cells (Figs. 3E, 3F and S7A). Consistently, results from lipidomics and targeted lipidomics analyses suggested that TAG (especially PUFA-TAG) and oxTAG were substantially decreased in KL and KLG4^m/m^ tumor cells after iDGAT1/2 treatment (Fig. S7B–E; Table S1C). In addition, treatment with iDGAT1/2 increased levels of oxPE and oxPC and C11-BODIPY and SYTOX staining in KL and KLG4^m/m^ tumor cells (Figs. 3G and S7E; Table S1D), indicating that iDGAT1/2 promotes ferroptosis of autochthonous KL and KLG4^m/m^ tumor cells. Consistently, iDGAT1/2 attenuated tumor progression in the autochthonous KL and KLG4^m/m^ models (Fig. 3H and 3I). Notably, iDGAT1/2 promoted mitochondrial rupture, lipid oxidation (oxPE and oxPC), and cell death more potently in KLG4^m/m^ tumor cells than in KL tumor cells and inhibited tumor progression more extensively in KLG4^m/m^ mice than in KL mice (Figs. 3F–I, S7A and S7E; Table S1C and S1D). Taken together, these data indicate that the inhibition of (ox) TAG synthesis by iDGAT1/2 sensitizes KLG4^m/m^ tumor cells to ferroptosis and inhibits NSCLC progression in the autochthonous KL model.

### The autochthonous *Gpx4*-null tumor cells exhibit increased efflux of TAG and oxTAG

It has been recognized that liver cells synthesize very low-density apolipoprotein (APO) as the main carrier of TAG to promote the efflux of TAG (Getz and Reardon, 2009; Mensenkamp et al., 2004). Interestingly, we found that *Apoe* was more highly expressed in KLG4^m/m^ and KPG4^m/m^ tumor cells than in KL and KP tumor cells, respectively (Figs. 3B–D and S5A–D), and that a portion of APOE was colocalized with lipid droplets in KLG4^m/m^ and KL tumor cells (Fig. 4A). In addition, we observed elevated levels of TAG in the tumor interstitial fluid (TIF) of KLG4^m/m^ or KPG4^m/m^ tumors compared with those in KL or KP tumors, respectively (Figs. 4B and S8A), which were compromised by iDGAT1/2 treatment (Fig. 4B). The results from ultrastructural section and TEM analyses suggested the efflux of lipid droplets in KLG4^m/m^ and KL tumor cells (Fig. S8B), indicating that inducible knockout of GPX4 in tumor cells results in increased expression of APOE and efflux of TAG.

**Figure 4.**
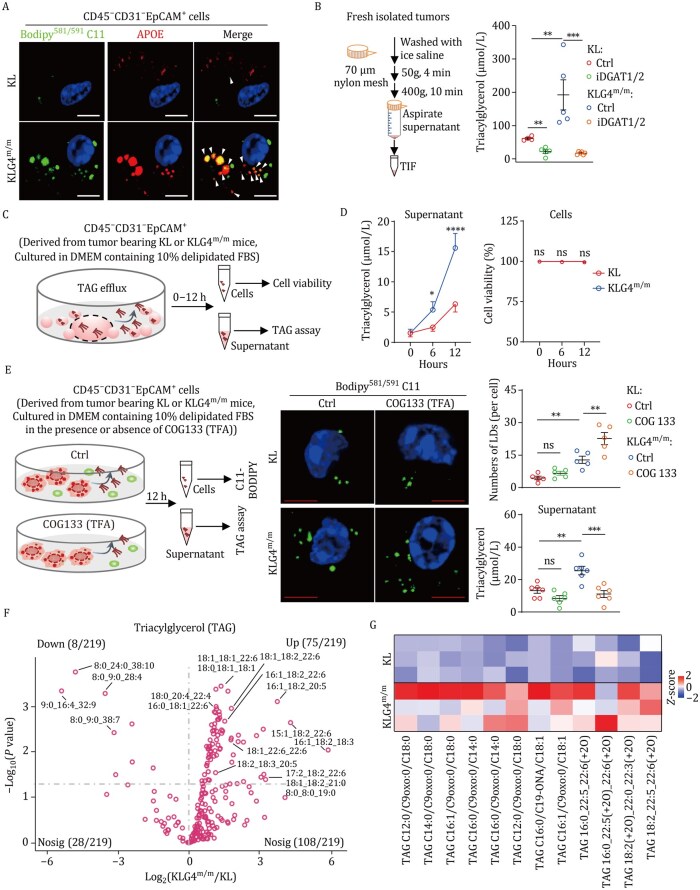
**The TAG efflux is elevated in *Gpx4*-null tumor cells of the autochthonous NSCLC models**. (A) Representative images of C11-bodipy and anti-APOE staining of CD45^−^CD31^−^EpCAM^+^ tumor cells from lung tumors of KL and KLG4^m/m^ mice. The white arrowheads indicated the simultaneous detection of Bodipy581/591 C11 (green) and APOE (red). (B) A scheme of tumor interstitial fluid (TIF) collection (left) and quantification of the TAG (right) in TIF from lung tumors of KL and KLG4^m/m^ mice that were treated as in Fig. 3E. KL, *n *= 4 and 5 for control and iDGAT1/2, respectively. KLG4^m/m^, *n *= 5 and 6 for control and iDGAT1/2, respectively. (C and D) A scheme diagram depicting the detection of TAG efflux (C) and the quantification of TAG efflux and cell viability (D) in CD45^−^CD31^−^EpCAM^+^ tumor cells from KL and KLG4^m/m^ mice (*n *= 4 for each group). (E) A scheme diagram (left) depicting CD45^−^CD31^−^EpCAM^+^ tumor cells from KL and KLG4^m/m^ mice treated with APOE inhibitor (COG133) for 12 h followed by Bodipy^581/591^ C11 staining and measurement of TAG in the culture supernatants. Representative images (middle images) and statistical analysis (top-right graph) of oxidized lipid-containing LDs in KL (*n *= 5 for Ctrl and COG133) and KLG4^m/m^ (*n *= 5 for Ctrl and COG133) CD45^−^CD31^−^EpCAM^+^ tumor cells, and quantification of the TAG (bottom-right graph) in culture supernatants from KL and KLG4^m/m^ CD45^−^CD31^−^EpCAM^+^ tumor cells with or without COG133 treatment (*n *= 6 per group). (F) Volcano plot showing the levels of triacylglycerols (TAG) in the supernatants of CD45^−^CD31^−^EpCAM^+^ tumor cells derived from KLG4^m/m^ mice (*n *= 5) compared to tumor cells derived from KL mice (*n *= 5). The tumor cells were cultured in a delipidated medium for 12 h, and the supernatants were harvested for lipidomics analysis. (G) Heatmap showing the representative oxidized TAGs (oxTAGs) in the supernatants of CD45^−^EpCAM^+^CD31^−^ tumor cells sorted from lung tumors of KL (*n *= 3) and KLG4^m/m^ (*n *= 3) mice. Each column represents *Z*-score normalized intensities of the detected oxTAG species. Graphs show mean ± SEM (B, D, and E). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns, not significant. Statistical analyses were performed with one-way ANOVA (B and G) and two-way ANOVA (D). Scale bars represent 5 µm (A and E). Data are representative of three independent experiments (A, B, D, and E).

To further substantiate this notion, we isolated the KLG4^m/m^ or KPG4^m/m^ and the KL or KP tumor cells and cultured them in delipidated medium for 12 h followed by quantification and characterization of TAG in the supernatants (Figs. 4C and S8A). The results showed higher levels of TAG were detected in the supernatants of KLG4^m/m^ or KPG4^m/m^ tumor cells than in those of KL or KP tumor cells, respectively (Figs. 4D and S8A). Notably, the KLG4^m/m^ tumor cells did not die at 12 h after culture (Fig. 4D), which is consistent with the previous observations that deletion of GPX4 in cells results in ferroptosis at a later time (48–72 h) after culture (Friedmann Angeli et al., 2014). Treatment with APOE inhibitor COG133 (TFA) significantly downregulated the TAG levels in the supernatants of KLG4^m/m^ tumor cells and increased the lipid droplets in KLG4^m/m^ tumor cells (Fig. 4E). In addition, non-targeted and targeted lipidomic assays suggested that TAG and oxTAG levels were significantly increased in the supernatants of KLG4^m/m^ tumor cells compared to KL tumor cells (Fig. 4F and 4G; Table S1E and S1F). In contrast, we did not observe a dramatic increase in other ferroptosis-inducing lipid species, such as PC and PE, or FFAs (Doll et al., 2017; Liao et al., 2022; Qiu et al., 2024) in the supernatants of KLG4^m/m^ tumor cell cultures compared to the KL counterparts (Fig. S8C–E; Table S1E and S1F). Collectively, these data suggest that inducible knockout of GPX4 in the autochthonous KL NSCLC model upregulates the expression of APOE to promote the efflux of TAG and oxTAG.

### KLG4^m/m^ tumor cell-secreted lipids promote dysfunction and exhaustion of CD8^+^ T cells

Previous studies have shown that oxidized lipids impair CD8^+^ T cell effector functions in the TME (Ma et al., 2021; Xu et al., 2021). Consistent with the observation that KLG4^m/m^ tumor cells secreted higher levels of TAG and oxTAG than KL tumor cells did (Fig. 4C–G), the supernatants from KLG4^m/m^ tumor cell cultures more potently suppressed the production of TNFα, IFNγ, and granzyme B (GZMB) in P14 cells than those from KL tumor cell cultures in an *in vitro* acute activation model (Fig. S9A and S9B). Importantly, this suppression was abolished upon delipidation of the supernatants (Fig. S9A and S9B). In the chronic stimulation model involving repeated low-dose antigen exposure (Wu et al., 2023), culture supernatants from KLG4^m/m^ tumor cells promoted more robust upregulation of Tim3, PD-1, and TOX in P14 cells than those from KL tumor cells (Fig. S9C and S9D). This effect was reversed by the delipidation of the supernatants (Fig. S9C and S9D), indicating that GPX4-deficient tumor cells secrete lipid mediators that lead to dysfunction and exhaustion of CD8^+^ T cells.

### CD8^+^ T cells in the TME of KLG4^m/m^ tumors exhibit dysfunction and exhaustion

Analysis of the transcriptomic data of CD8^+^ T cells in the TME of KLG4^m/m^ tumors revealed downregulated expression of genes involved in T cell activation pathways and upregulated expression of genes involved in T cell exhaustion compared to those in KL tumors (Figs. 5A–C and S10A; Tables S2B and S4), which was confirmed by RT-qPCR assays (Fig. S10B). Consistently, KLG4^m/m^ tumors showed significantly lower frequencies and absolute numbers of IFNγ^+^ and granzyme B^+^ (GZMB^+^) CD8^+^ T cells than KL tumors did (Fig. 5D). Furthermore, we observed increased proportions of exhausted TOX^+^TCF1^−^CD8^+^ T cells and upregulated surface expression of the exhaustion markers Tim-3 and PD-1 on CD8^+^ T cells (Huang et al., 2022) in KLG4^m/m^ tumors compared to KL tumors (Fig. 5D). Similarly, decreased IFNγ^+^CD8^+^ and GZMB^+^CD8^+^ T cells and increased TOX^+^TCF1^−^CD8^+^ T cells were found in KPG4^m/m^ tumors compared to KP tumors (Fig. S10C). In contrast, the IFNγ^+^CD8^+^ and GZMB^+^CD8^+^ T cells were comparable between the KLG4^m/m^ and the KL bronchial draining lymph nodes (Fig. S10D), indicating that inducible knockout of GPX4 in tumor cells results in CD8^+^ T cell dysfunction and exhaustion in the TME of KRas^G12D^ autochthonous NSCLC mice.

**Figure 5.**
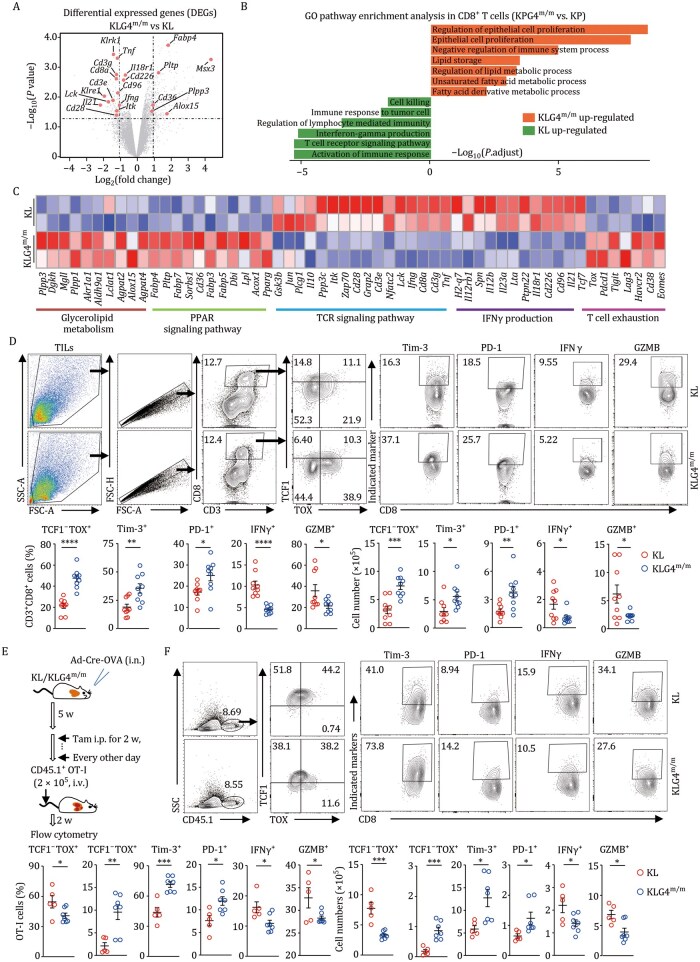
**Depletion of *Gpx4* in tumor cells of the autochthonous NSCLC models results in dysfunction of CD8^+^ T cells in the TME**. (A) Volcano plot of differentially expressed genes (DEGs, *P* < 0.05 and |log_2_(fold change)| ≥ 1) in tumor-infiltrated CD8^+^ T cells (CD8^+^ TILs) from KLG4^m/m^ (*n *= 2) and KL (*n *= 2) mice that were intranasally injected with Ad-Cre (2 × 10^6^ PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen (Tam, 80 mg/kg, resolved in corn oil) every other day for 2 weeks and rest for 3 weeks. (B) Gene ontology (GO) analysis of the upregulated and downregulated genes (*P* < 0.05 and |fold change| ≥ 2) in CD8^+^ TILs from KLG4^m/m^ (*n *= 2) versus KL (*n *= 2) mice treated as in (A). (C) *Z*-score heatmap of representative genes from transcriptomic data of tumor-infiltrated CD8^+^ T cells from lung tumors of KLG4^m/m^ (*n *= 2) and KL (*n *= 2) mice treated as in (A). (D) Representative flow cytometry images (upper charts) and quantification analysis (lower graphs) of tumor-infiltrated lymphocytes (TILs) from lung tumors of KL (*n *= 9) and KLG4^m/m^ (*n *= 9) mice treated as in (A). (E) A scheme of tumor induction plus tamoxifen treatment of KL and KLG4^m/m^ mice followed by adaptive transfer of the naive CD45.1^+^ OT-I cells. KL and KLG4^m/m^ mice were intranasally injected with Ad-Cre (2 × 10^6^ PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen (Tam, 80 mg/kg, resolved in corn oil) every other day for 2 weeks. Subsequently, CD45.1^+^ OT-I cells (2 × 10^5^ per mouse) were adoptively transferred into the mice for 2 weeks followed by flow cytometry analysis. (F) Representative flow cytometry images (upper charts) and quantification analysis (lower graphs) of the expression of TCF1, TOX, Tim-3, PD-1, IFNγ, and GZMB in OT-I cells from lung tumors of KL (*n *= 5) and KLG4^m/m^ (*n *= 7) mice treated as in (E). Graphs show mean ± SEM (graphs of D and E). Statistical analyses were performed using two-tailed Student’s *t*-test (D and E). Data are representatives of two independent experiments (D–F). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To examine whether CD8^+^ T cells were responsible for the tumor control in KL and KLG4^m/m^ mice, we induced tumors in KL and KLG4^m/m^ mice for 5 weeks followed by 2-week injection (i.p.) of tamoxifen and 5-week injection (i.p.) of αCD8α or the control IgG (Fig. S11A). Results from flow cytometry analysis demonstrated efficient depletion of CD8^+^ T cells in bronchial draining lymph nodes (dLNs) and spleens (Fig. S11B). Notably, depletion of CD8^+^ T cells substantially increased the burden and sizes in both KL and KLG4^m/m^ mice (Fig. S11C and S11D), indicating that CD8^+^ T cells are required to control tumor progression in the KL NSCLC model.

To examine whether tumor-specific CD8^+^ T cells in the TME were dysfunctional in the TME of KLG4^m/m^ tumors, we intranasally injected KL and KLG4^m/m^ mice with Ad-Cre-P2A-OVA virus for 5 weeks, followed by intraperitoneal injection of tamoxifen every other day for two successive weeks and by adoptive transfer of the CD45.1^+^ naive OT-I cells for 2 weeks (Tang et al., 2024) (Fig. 5E). The results from flow cytometry analyses revealed that the percentages and the absolute numbers of GZMB^+^ and IFNγ^+^ OT-I cells were significantly reduced in the TME of KLG4^m/m^ mice compared to those in KL mice (Fig. 5F). Moreover, compared to the counterparts from KL tumors, the OT-I cells from KLG4^m/m^ tumors showed increased TOX^+^TCF1^−^ subpopulations and upregulated expression of Tim3 and PD-1 (Fig. 5F). Collectively, these data demonstrate that inducible knockout of GPX4 in autochthonous KL tumor cells leads to dysfunction and exhaustion of antitumor CD8^+^ T cells to foster an immunosuppressive TME and promote NSCLC progression.

### Inhibition of DGAT1/2 restores CD8^+^ T cell function in the TME of KLG4^m/m^ tumors

We next examined whether treatment with iDGAT1/2 restored CD8^+^ T cell functions in the TME of KLG4^m/m^ mice (Fig. 6A). The results from flow cytometry analyses suggested that treatment with iDGAT1/2 significantly increased the intracellular levels of IFNγ and GZMB in and attenuated the expression of PD-1 and Tim-3 on CD8^+^ T cells from KLG4^m/m^ tumors (Fig. 6B and 6C). In addition, the percentages and the absolute numbers of exhausted TCF1^−^TOX^+^ CD8^+^ T cells in the TME of KLG4^m/m^ mice were significantly reduced after treatment with iDGAT1/2 (Fig. 6B and 6C). Notably, iDGAT1/2 promoted the expression of IFNγ and GZMB in CD8^+^ T cells and reduced the exhaustion of CD8^+^ T cells from KLG4^m/m^ tumors to a level similar to that in those from KL tumors (Fig. 6B and 6C), suggesting an essential role of (ox)TAG in the dysfunction and exhaustion of CD8^+^ T cells in the TME. Taken together, these findings indicate that KLG4^m/m^ tumor cells synthesize and secrete TAG (and oxTAG) to promote the dysfunction and exhaustion of CD8^+^ T cells in the TME.

**Figure 6.**
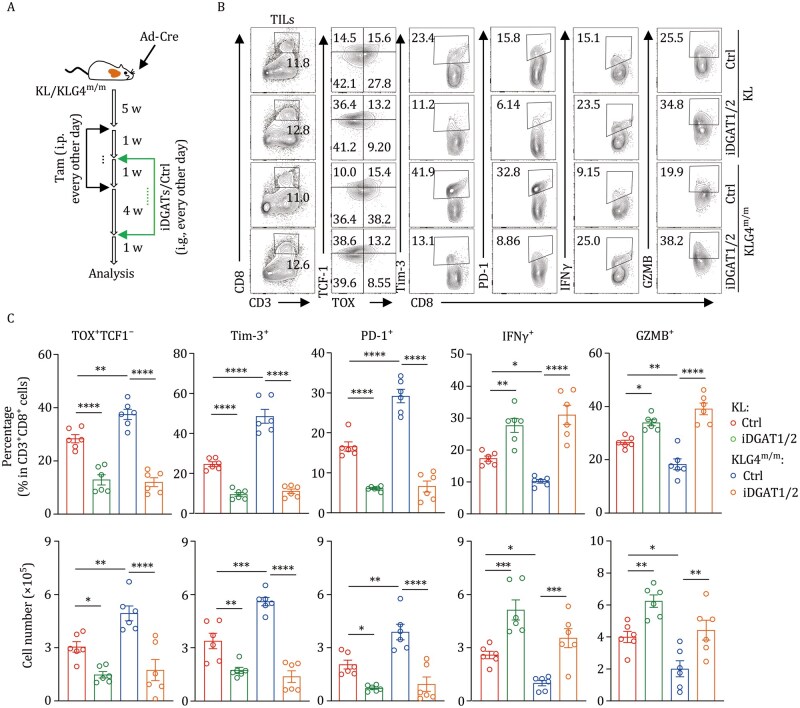
**Inhibition of DGAT1/2 restores CD8^+^ T cell function in the TME of KLG4^m/m^ tumors**. (A) Schematic illustration depicts tumor induction and iDGAT1/2 (composed of T863 and PF06424439) treatment in KL and KLG4^m/m^ mice that were intranasally injected with Ad-Cre (2 × 10^6^ PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen every other day for 2 weeks. One week after Tam treatment, the mice were injected with iDGAT1/2 (composed of T863 and PF06424439, 20 mg and 40 mg per kg body weight, respectively) every other day by gavage for 5 weeks. The mice were rested for 1 week followed by various analyses. (B and C) Representative flow cytometry images (B) and quantification analysis (C) of tumor-infiltrated lymphocytes (TILs) from lung tumors of KL (*n *= 6 for iDGAT1/2 or control dissolvent) and KLG4^m/m^ (*n *= 6 for iDGAT1/2 or control dissolvent) mice treated as in (A) under indicated treatment. Graphs show mean ± SEM (C). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns: not significant (two-way ANOVA for C). Data are representative results of two independent experiments (B and C).

### Inducible expression of GPX4 in tumor cells coordinates an immune-active TME and inhibits NSCLC progression

Having demonstrated that inducible knockout of GPX4 in tumor cells ignites an immunoinhibitory TME to promote NSCLC progression, we next investigated whether inducible expression of GPX4 in tumor cells would enhance antitumor immunity in the TME and inhibit the progression of NSCLC. To test this idea, we generated a line of mice in which GPX4 was inducibly overexpressed in tumor cells (termed G4^OE^ mice hereafter) based on Cre-loxP and tetracycline-controlled (tet-on) gene expression systems (Fig. S12A). PCR analysis of the tail genomic DNA indicated that the targeting vector was successfully knocked into the *H11* site (Fig. S12B). GPX4 was inducibly overexpressed only after Cre recombinase-mediated removal of the STOP cassette and in the presence of doxycycline (Dox) (Fig. S12C and S12D). Next, we obtained the *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^*Gpx4*^OE^ (KLG4^OE^) mice and induced tumorigenesis in these mice by intranasal injection of Ad-Cre followed by feeding with Dox-supplemented food (Fig. 7A), and found that GPX4 was selectively upregulated in CD45^−^EpCAM^+^CD31^−^ tumor cells but not in endothelial cells (CD45^−^CD31^+^CD49d^−/int^), stromal cells (CD45^−^CD31^int^CD49d^+^) or CD45^−^CD31^−^EpCAM^−^ cells in tumors, or other organs (including the liver, spleen, kidney, and brain) from KLG4^OE^ mice fed Dox-supplemented food compared to those fed normal food (Fig. S12E and S12F), suggesting efficient, specific and inducible overexpression of GPX4 in tumor cells in the KLG4^OE^ autochthonous NSCLC mouse model.

**Figure 7.**
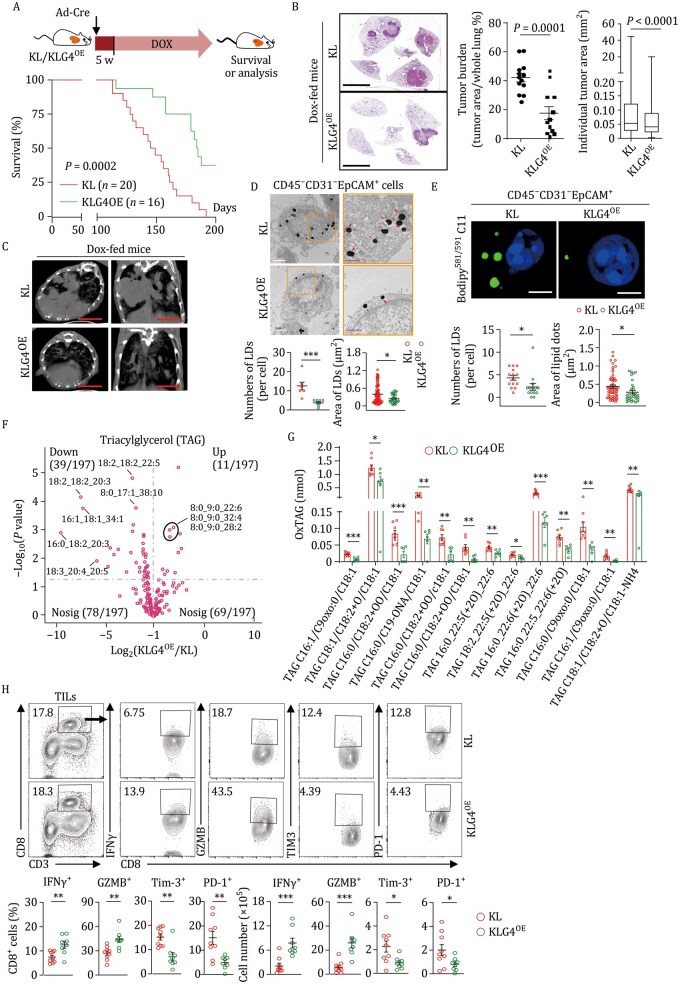
**Inducible overexpression of *Gpx4* in tumor cells alleviates NSCLC progression**. (A) A scheme of tumor induction (upper) and the survival (lower) of *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^ (KL, *n* = 20) and *Kras*^LSL-G12D/+^*Lkb1*^fl/fl^*Gpx4*^OE^ (KLG4^OE^, *n* = 16) mice that were intranasally injected with Ad-Cre (2 × 10^6^ PFU/mice) for 5 weeks followed by feeding with Dox-supplemented chow diet until the endpoint of study. (B and C) Representative images of H&E staining (b, left) and statistics of tumor burdens (b, middle) and individual tumor sizes (b, right) and micro-CT (c) of tumor-burdened lungs from the KL (*n* = 7) and KLG4^OE^ (*n* = 9) mice treated as in (A). (D) Representative images from transmission electron microscopy (upper) and quantification of lipid droplets (LDs) (lower graphs) of CD45^−^CD31^−^EpCAM^+^ tumor cells from lung tumors of KL (*n* = 7) and KLG4^OE^ (*n* = 8) mice treated as in (A). The orange boxed areas were shown at higher magnification in the bottom images, in which arrowheads indicated LDs. (E) Representative images of confocal microscopy (upper) and quantification of the numbers and sizes (lower graphs) of oxidized lipids-containing LDs in CD45^−^CD31^−^EpCAM^+^ tumor cells from KL and KLG4^OE^ mice (*n* = 14 per group) treated as in (A). (F) Volcano plot displaying the triacylglycerols (TAGs) in the culture supernatant of CD45^−^CD31^−^EpCAM^+^ tumor cells from KLG4^OE^ mice (*n* = 6) compared to those from KL mice (*n* = 8). (G) Quantitative assessment showing the oxidized triacylglycerols (oxTAG) in the supernatant of CD45^−^CD31^−^EpCAM^+^ tumor cells culture from lung tumors of KL (*n* = 8) and KLG4^OE/+^ (*n* = 6) mice treated as in (A). (H) Representative images and quantitative analysis of flow cytometry assays of TILs from lung tumors of KL (*n* = 9) and KLG4^OE^ (*n* = 8) mice treated in (A). Graphs show mean ± SEM (B, D, E, G, and H). Statistical analysis was performed using log-rank analysis (A), two-tailed Student’s *t*-test (B, D, E, G, and H), or multiple *t*-tests (G). Scale bars represent 5 mm (B and C), 2 µm (white, D), 1 µm (magenta, D), or 5 µm (E). Data are combined results of three independent experiments (A) or representative results of two independent experiments (B–E, H). *P < 0.05, **P < 0.01, ***P < 0.001.

We next assessed the effects of inducible GPX4 overexpression in tumor cells on NSCLC progression with the KLG4^OE^ mice. As shown in Fig. 7A, the KLG4^OE^ mice survived significantly longer than the KL mice did. The results of histological analysis and micro-CT imaging suggested that the total tumor burden and the individual tumor size were significantly reduced in the lungs of KLG4^OE^ mice compared to those in the lungs of KL mice (Fig. 7B and 7C), suggesting that inducible overexpression of GPX4 in tumor cells inhibits the progression of NSCLC in the autochthonous KL mouse model. Interestingly, genes involved in TAG synthesis and efflux, such as *Dgat1*/*2*, *Gpd1l*, *Gpam*, and *Apoe*, were significantly downregulated in the KLG4^OE^ tumor cells compared to the KL tumor cells (Fig. S12G), and the lipid droplets in KLG4^OE^ tumor cells were substantially less and smaller than in KL tumor cells (Fig. 7D), which aligns with the observation that higher *GPX4* mRNA levels correlated with lower mRNA levels of *DGAT2*, *GPD1L*, and *APOE* in human NSCLC tissue (Fig. S5C). Notably, the lipid droplets contained fewer oxidized lipids in KLG4^OE^ tumor cells than in KL tumor cells, as indicated by the C11-BODIPY staining (Fig. 7E). Consistently, fewer TAG and oxTAG were produced by the KLG4^OE^ tumor cells than the KL tumor cells (Fig. 7F and 7G; Table S1G and S1H). These data suggest that inducible overexpression of GPX4 in tumor cells reduces the synthesis and efflux of TAG and oxTAG.

We further found that the expression of intracellular IFNγ and GZMB in CD8^+^ T cells was potentiated, whereas the surface exhaustion markers Tim-3 and PD-1 were reduced in CD8^+^ T cells from the TME of KLG4^OE^ tumors compared to those from the control counterparts (Fig. 7H), which aligns with the TCGA and scRNA-seq data showing that high expression of *GPX4* is correlated with increased survival of pancreatic ductal adenocarcinoma patients (Dai et al., 2020) and decreased T cell exhaustion score in human NSCLC tissue (Hu et al., 2023; Maroni et al., 2021; Wu et al., 2021; Yan et al., 2025) (Fig. S13). Collectively, these data suggest that inducible overexpression of GPX4 in tumor cells promotes the antitumor functions of CD8^+^ T cells to inhibit NSCLC progression.

## Discussion

It has been demonstrated that knockout of GPX4 in cancer cell lines results in ferroptosis and that inducible deletion of GPX4 in mice causes renal failure and death within 2 weeks (Friedmann Angeli et al., 2014). However, our results showed that inducible deletion of GPX4 in tumor cells in the KL and KP autochthonous NSCLC mouse models had little effect on the ferroptosis of tumor cells, indicating that the tumor cells in these models adapt to GPX4 deficiency-induced ferroptotic stress. In support of this notion, we found that the peroxidation of PE or PC, whose products are classical ferroptosis inducers (Doll et al., 2019; Friedmann Angeli et al., 2014; Kim et al., 2022; Li et al., 2024), was comparable between the KLG4^m/m^ and the KL tumor cells. In contrast, genes involved in TAG synthesis, such as *Gpd1l*, *Gpam*, *Agpat4*, *Plpp1*, *Dgat2*, and *Srebf2*, were upregulated, and the levels of TAG and oxTAG and the lipid droplets were increased in KLG4^m/m^ tumor cells compared to KL tumor cells. In addition, inhibition of DGAT1/2 significantly downregulated the levels the PUFA-TAG and oxTAG and upregulated the levels of oxPE and oxPC in KL and KLG4^m/m^ tumor cells, indicating that the GPX4-DGAT1/2 axis reprograms ferroptotic oxPE/PC metabolism to oxTAG synthesis and thereby inhibits ferroptosis of KL and KLG4^m/m^ tumor cells. Together with the observations that TAG biosynthesis confers resistance to ferroptosis (Bailey et al., 2015; Lee et al., 2024; Ping et al., 2024), these findings suggest that tumor cell-specific GPX4 deficiency reprograms TAG metabolism to evade ferroptosis in autochthonous NSCLC mouse models (Fig. S14). When our study was in the final revision process, a publication reported that sgRNA-mediated knockout of *Gpx4* inhibited NSCLC progression in the *Kras*^LSL-G12D/+^*Tp53*^fl/fl^*Rosa26*^LSL-Cas9/LSL-Cas9^ mouse model in which *Gpx4* was deleted at the time of KRas^G12D^ expression (Wu et al., 2025). While KRas^G12D^-induced malignant transformation requires 2–3 weeks (Jackson et al., 2001; Johnson et al., 2001), acute deletion of GPX4 results in ferroptosis within 48–72 h (Friedmann Angeli et al., 2014). Therefore, such an early deletion of *Gpx4* would result in the death of normal and incompletely transformed epithelial cells, which is expectedly to inhibit NSCLC progression and might be the possible reason for the discrepancies between that study and ours.

In the syngeneic graft mouse models, however, knockout or inducible knockout of GPX4 in tumor cells resulted in compromised growth and potentiated ferroptosis that was restored by Lip-1, which is consistent with previous reports (Kim et al., 2022; Li et al., 2024; Yang et al., 2014). It should be noted that the TME between the autochthonous models and the syngeneic models is different, which might be responsible for the opposite phenotypes of the tumor cell-specific GPX4-knockout syngeneic and autochthonous NSCLC models. For the syngeneic model, a large number of tumor cells are inoculated subcutaneously, and few immune cells are identified within the tumors. In contrast, in the autochthonous NSCLC models and human NSCLC tissues, the tumor cells originate from a few mutated malignant cells, undergo constant immune editing by the immune cells in the TME, and account for a small portion of the whole tumor tissue (Wang et al., 2021; Zilionis et al., 2019). Although the exact TME factors responsible for the distinct behaviors between GPX4-deficient autochthonous and syngeneic lung tumors are unclear, our study highlights the caution in interpreting the syngeneic models that are extensively used to evaluate the pro- or anti-tumor activity of a specific gene or compound.

We observed that knockout of GPX4 in autochthonous KL tumor cells, but not in subcutaneous syngeneic KL tumor cells or normal lung epithelial cells, led to the upregulation of *Dgat2* and *Gpd1l* mRNA levels, and such expression difference of *Dgat2* and *Gpd1l* mRNA between the autochthonous KL and KLG4^m/m^ tumor cells was gradually diminished in *in vitro* cultures, indicating that factors in the TME license the upregulation of genes involved in TAG metabolism. It should be noted that the lung tumor identity may be altered during *in vitro* culture or subcutaneous transplantation, characterized by the loss of lineage-specific markers such as TTF-1 (also known as NKX2‑1) after the removal from the pulmonary microenvironment (Camolotto et al., 2018; Snyder et al., 2013). Because TTF-1 interacts with transcriptional factors Foxa1 and Foxa2 that bind to lung-specific loci to maintain pulmonary identity, the loss of TTF-1 might result in an altered binding of Foxa1/2 to genes involved in TAG synthesis (Minoo et al., 2007; Snyder et al., 2013). In this context, it has been demonstrated that Foxa1 is a potent inhibitor of hepatic TAG synthesis by repressing the expression of genes such as *GPAM* and *DGAT2* (Moya et al., 2012). In addition, we observed that H3K4me3 and H3K27ac modifications on the loci of *Dgat2* and *Gpd1l* were significantly increased in autochthonous KLG4^m/m^ tumor cells but not in syngeneic KLG4^m/m^ tumor cells compared to the respective KL counterparts, indicating that the epigenetic modification factors are involved in such differential regulatory processes. In support of this notion, we found that the autochthonous KLG4^m/m^ tumor cells produced higher amounts of TAG and oxTAG and exported them into the extracellular space, leading to CD8^+^ T-cell functional impairment, which was substantially inhibited by iDGAT1/2. A thorough understanding of how GPX4 coordinates the identity-maintaining machinery and epigenetic factors in autochthonous versus syngeneic to reprogram TAG metabolism requires further investigation. Nonetheless, these data indicate that TAG and oxTAG from tumor cells shape an immunosuppressive TME to promote NSCLC progression.

Our data demonstrate that inducible overexpression of GPX4 in tumor cells ignites an immune-active TME characterized by potentiated activation of CD8^+^ T cells, leading to compromised NSCLC progression of the autochthonous models. Together with the observations that lipid peroxidation suppresses CD8^+^ T cell effector functions (Ma et al., 2021; Wang et al., 2020; Xu et al., 2021), boosting the expression or the function of GPX4 in the TME would be a benefit for the NSCLC patients. In this context, it has been reported that high expression of GPX4 is correlated with increased survival in pancreatic ductal adenocarcinoma (PDAC) patients (Dai et al., 2020), and the levels of *GPX4* mRNA were negatively correlated with the levels of *DGAT2*, *GPD1L*, and *APOE* mRNA in human NSCLC tumor cells and the T cell exhaustion score in human NSCLC tumor tissues. In addition, we provided evidence that inhibition of TAG synthesis via iDGAT1/2 (Lee et al., 2024; Wang et al., 2024) significantly decreased the synthesis and the efflux of TAG (oxTAG) and the accumulation of lipid droplets in tumor cells. Accordingly, iDGAT1/2 treatment sensitizes tumor cells to ferroptosis and attenuates tumor progression in the autochthonous NSCLC models. Notably, two phase 2 clinical trials have shown high safety and efficacy of the DGAT2 inhibitor (ervogastat, PF-06865571) in non-alcoholic fatty liver disease metabolism (Calle et al., 2021). It is worth noting the future clinical use of ervogastat and PF-06865571 in NSCLC. Taken together, our findings reveal the preclinical outcomes of specific ablation of GPX4 in tumor cells and highlight potential therapeutic interventions for NSCLC patients.

## Supplementary Material

pwaf101_Supplementary_Data

## Data Availability

The RNA-seq data and CUT&Tag data have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE281154 and GSE287544, respectively, which can be found in Tables S2 and S3. All requests for materials and data should be directed to the corresponding authors.

# Supplementary material for: Tumor cell-specific loss of GPX4 reprograms triacylglycerol metabolism to escape ferroptosis and impair antitumor immunity in non-small cell lung cancer
**Source:** Protein Cell. 2025 Nov 19;17(5):421–37. doi: 10.1093/procel/pwaf101
**Supplement:** pwaf101_Supplementary_Data

## Methods

### Mice

The *Kras*<sup>LSL-G12D/+</sup> (#008179), the *Tp53*<sup>fl/fl</sup> (#008462), and the *Lkb1*<sup>fl/fl</sup> (#014143) mice were purchased from the Jackson Laboratory and crossed to obtain the *Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/fl</sup> (KP) and the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/fl</sup> (KL) strains as previously described (Dong et al., 2023; Wang et al., 2021; Zhang et al., 2020). The *Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KPG4<sup>m/m</sup>) and the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KLG4<sup>m/m</sup>) mice were generated by GemPharmatech following these steps. The eggs from wild-type C57BL/6 mice were fertilized *in vitro* with sperm from KP or KL mice, both on the C57BL/6 background. The targeting vector containing the rox-*Gpx4* (exon 5 to exon 7)-rox-DreER<sup>T2</sup>-loxP2272-STOP-loxP2272-CAG promoter and the flanking homologous sequences of the *Gpx4* gene locus, along with the gRNA-Cas9 complex, was subsequently injected into the zygotes to obtain the *Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/+</sup>*Gpx4*<sup>m/+</sup> or the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/+</sup>*Gpx4*<sup>m/+</sup> mice. Since the *Gpx4* gene locus is approximately 60 kb upstream of the *Lkb1* gene locus, which contains two loxp66 sites (5'-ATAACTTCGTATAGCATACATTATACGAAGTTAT-3'), two distinct Cre recombinase recognition sites, loxP2272 sites (5'-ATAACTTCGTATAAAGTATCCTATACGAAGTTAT-3') flanking the STOP cassette within the *Gpx4* locus, were introduced into the targeting vector to ensure the correct removal of the STOP cassette and the *Lkb1* exon 3 to 6 in the presence of Cre recombinase. The F0 *Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/+</sup>*Gpx4*<sup>m/+</sup> or *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/+</sup>*Gpx4*<sup>m/+</sup> mice were then crossed with KP or KL mice for at least five generations to obtain the *Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/fl</sup>*Gpx4*<sup>m/+</sup> (KPG4<sup>m/+</sup>) or the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>m/+</sup> (KLG4<sup>m/+</sup>) mice, respectively. The KPG4<sup>m/+</sup> or KLG4<sup>m/+</sup> mice were crossed to obtain the

*Kras*<sup>LSL-G12D/+</sup>*Tp53*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KPG4<sup>m/m</sup>) or *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KLG4<sup>m/m</sup>) mice for maintenance and experiments, respectively. In addition, the F0 *Tp53*<sup>fl/+</sup>*Gpx4*<sup>m/+</sup> mice were crossed with wild-type C57BL/6 mice for at least three generations to obtain the *Gpx4*<sup>m/+</sup> mice that were crossed to generate the *Gpx4*<sup>m/m</sup> mice for maintenance and experiments.

The *Gpx4*<sup>OE</sup> mice were generated by GemPharmatech through CRISPR/Cas9-mediated gene editing. In brief, the targeting vector consisting of pTRE3G promoter-loxp-STOP-loxp-m*Gpx4* (NM\_001367995.1)-polyA-rTTA-CAG promoter and the flanking homologous sequences of the *H11* site and the gRNA-Cas9 RNPs were injected into the in vitro obtained zygotes of wild-type C57BL/6 mice. The F0 *Gpx4*<sup>OE</sup> mice were crossed with the KL mice to obtain the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/+</sup>*Gpx4*<sup>OE</sup> that were crossed with the KL mice for at least six generations to obtain the *Kras*<sup>LSL-G12D/+</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>OE</sup> (KLG4<sup>OE</sup>) mice for maintenance and experiments. Alternatively, the F0 *Gpx4*<sup>OE</sup> mice were crossed with wild-type C57BL/6 mice for three generations to obtain the *Gpx4*<sup>OE</sup> mice that were used for experiments.

The CD45.1<sup>+</sup> OT-I mice carrying a transgenic TCR specific for H-2K<sup>b</sup> and OVA<sub>257–264</sub> were purchased from Cyagen Biosciences (Suzhou, China). The wild-type C57BL/6 mice were purchased from GemPharmatech Co., Ltd (Nanjing, China). The sequences of gRNAs were 5'-GGCTGTCTTCCGGCCTTGGA-3' and 5'-TGCATGCTTGAAGCCCTCCA-3' for *Gpx4*<sup>m/+</sup> mice, and 5'-CTGAGCCAACAGTGGTAGTA-3' for *Gpx4*<sup>OE</sup> mice, respectively.

No statistical methods were used to predetermine the sample size. For all experiments presented in this study, age- and sex-matched mice were used and the sample sizes were large enough to determine statistically significant effects. The control and experimental groups of mice were cohoused and randomly allocated to different treatments. All mice were housed in

the specific pathogen-free animal facility at Medical Research Institute, Wuhan University with a housing temperature of  $22\pm 1^{\circ}\text{C}$  and relative humidity of 50-60 % with a 12-hour dark/12-hour light cycle and fed with standard food and water otherwise indicated. All animal experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Wuhan University (Approval No.21020A).

### **Genotyping**

Genomic DNA was prepared from the tails of 4-week-old mice. The tissues were lysed in the lysis buffer (0.5 M Tris-HCl, pH 8.5, 5 mM EDTA, 0.2 % SDS, and 0.8  $\mu\text{g}/\mu\text{L}$  proteinase K) for overnight at  $65^{\circ}\text{C}$ . After incubation, the samples were centrifuged at 10,000 g for 10 min at room temperature to obtain a supernatant containing the genomic DNA. The supernatant was transferred to a new 1.5 mL Eppendorf tube containing 1 mL 100% ethanol and mixed thoroughly. Subsequently, the mixtures were centrifuged at 10,000 g for 10 min at room temperature. The supernatants were discarded, and the resulting precipitants containing DNA were dissolved in deionized water for subsequent PCR analysis. The PCR cycling conditions were as follows:  $94^{\circ}\text{C}$  for 2 min;  $94^{\circ}\text{C}$  for 30 seconds;  $58^{\circ}\text{C}$  ( $61^{\circ}\text{C}$  for *Kras*) for 30 seconds;  $72^{\circ}\text{C}$  for 30 seconds; repeat steps 2 through 4 for a total of cycles;  $72^{\circ}\text{C}$  for 5 min;  $16^{\circ}\text{C}$  for 10 min, unless indicated otherwise. The PCR products were analyzed by agarose gel electrophoresis as previously described (Dong et al., 2023; Wang et al., 2021; Zhang et al., 2020). The primers used for genotyping are summarized in Table S5.

### **Cell culture and *in vitro* treatment**

Primary mouse lung fibroblasts (MLFs) were isolated from ~8-10-week-old mice. Lungs were minced and digested in calcium and magnesium-free HBSS buffer supplemented with 10 mg/mL type I collagenase (Worthington) and 20 µg/mL DNase I (Sigma-Aldrich) for 2.5 h at a cell culture incubator with intervals of pipette. The cell suspensions were centrifuged and filtered through a 70 µm nylon mesh followed by culture in DMEM containing 15% FBS (v/v), 1% streptomycin–penicillin. Two days later, the adherent fibroblasts were rinsed with pre-warmed PBS and cultured in a 6-well plate for subsequent experiments.

For MLFs derived from *Gpx4*<sup>+/+</sup> and *Gpx4*<sup>m/m</sup> mice, cells were infected with Ad-Cre for 48 h followed by treatment with 4-hydroxytamoxifen (4OHT, 1 µM, Sigma, Cat# H6278) for 48 h. The cells were harvested for immunoblot analysis. For MLFs derived from *Gpx4*<sup>+/+</sup> and *Gpx4*<sup>OE</sup> mice, cells were infected with Ad-Cre, one day later, Doxycycline (20 µg/mL) was added to the cell medium for another 3 days. The cells were harvested for RT-qPCR and immunoblot analysis.

### **Preparation and infection of Ad-Cre-P2A-OVA viruses**

The pDC316-mCMV-CRE-P2A-OVA vector (DesignGene, Shanghai) was co-transfected with the package plasmid pBHGlox(delta)E1,3Cre into HEK293A cells for 10 h (Tang et al., 2024). After transfection, the medium was replaced with fresh DMEM (supplemented with 10% FBS and 1% streptomycin–penicillin) and cells were cultured for an additional five days. Following incubation, cells were harvested via centrifugation at 3,000 g for 5 min, resuspended in DMEM, and subjected to three freeze-thaw cycles at -80°C and 37°C. The viruses in the supernatants were collected by centrifugation at 15,000 g for 10 min, followed

by three rounds of infection and collection from HEK293A cells. The resulting supernatants, containing Ad-Cre-OVA viruses, was filtered, collected, and stored at -80°C. To determine viral titers, aliquots or serial dilutions of the Ad-Cre-OVA viruses were used to infect 3T3<sup>LSL-RFP</sup> cells (kindly provided by Dr. Hong-Bin Ji, Chinese Academy of Science, Shanghai) for 48 h, followed by flow cytometry analysis to determine the titers. For tumor induction, age- and sex-matched KL/KLG4<sup>m/m</sup> mice were intranasally administered with Ad-Cre-P2A-OVA ( $5 \times 10^6$  PFU per mouse), and 5 weeks later, the mice were intraperitoneally injected with tamoxifen every other day for 2 weeks. The mice were either rested for 3 weeks followed by histological analyses or rested for 2 weeks followed by adoptive transfer of CD45.1<sup>+</sup> OT-I T cells ( $2 \times 10^5$  per mouse) and analyzed after an additional 2 weeks.

### **Induction of the autochthonous NSCLC tumors**

The experiments were performed as previously described (Dong et al., 2023; Wang et al., 2021; Zhang et al., 2020). 8-10-week-old, sex-matched KL/KLG4<sup>m/m</sup>, KP/KPG4<sup>m/m</sup> or KL/KLG4<sup>OE</sup> mice were anesthetized by intraperitoneal injection of 0.7% sodium pentobarbital (w/v, 10  $\mu$ L/g body weight), followed by intranasal injection of Ad-Cre viruses (HANBIO, Shanghai) ( $2 \times 10^6$  PFU in 60  $\mu$ L PBS per mouse) or Ad-SPC-Cre ( $5 \times 10^6$  PFU in 60  $\mu$ L PBS per mouse) (kindly provided by Dr. Hongbin Ji, Chinese Academy of Science, Shanghai)(Li et al., 2015) for 5 weeks. Subsequently, the KL/KLG4<sup>m/m</sup> and KP/KPG4<sup>m/m</sup> mice were intraperitoneal injected with Tamoxifen (Tam, 10 mg/mL dissolved in corn oil and 80 mg/kg body weight) every other day for 2 weeks and rested until death for survival analysis, or rested for another 3 weeks for subsequent analysis. The KL/KLG4<sup>OE</sup> mice were fed with

normal food until the fifth week after Ad-Cre injection. The mice were fed with Dox-supplemented food (+Dox) until death for survival analysis or for 8 weeks for subsequent analysis.

### **Treatment with iDGAT1/2 in autochthonous KL NSCLC mouse models**

The KL/KLG4<sup>m/m</sup> mice were intranasally injected with Ad-Cre and administered tamoxifen intraperitoneally for two weeks as described above. One week after initiating the tamoxifen treatment, the mice were randomly assigned to different treatment groups, and followed by iDGAT1/2 treatments. The iDGAT1/2, consisting of T863 (a DGAT1 inhibitor(Lee et al., 2024; Wang et al., 2024), 20mg per kg of body weight, HY-32219, MedChemExpress) and PF-06424439 (a DGAT2 inhibitor(Wang et al., 2024), 40mg per kg of body weight, HY-108341, MedChemExpress), were solubilized in a solvent containing 5% DMSO, 30%PEG300, 5% Tween-80 and 60% H<sub>2</sub>O. The iDGAT1/2 and the control were administered by gavage every other day and continued for 5 weeks. One week later, the mice were anesthetized for micro-CT scanning, and the lungs from tumor-bearing mice were collected for subsequent histological analysis or flow cytometry.

### **CD8<sup>+</sup> T cell depletion in tumor-bearing KL/KLG4<sup>m/m</sup> mice**

The KL and KLG4<sup>m/m</sup> mice were intranasally injected with Ad-Cre for 5 weeks followed by intraperitoneal administration of tamoxifen for 2 weeks. After completion of tamoxifen treatment, the mice were randomly assigned to different treatment groups for intraperitoneal injection with  $\alpha$ CD8 $\alpha$  (200  $\mu$ g per injection, clone: 2.43, Selleck, cat#A2102) or IgG2b (200

µg per injection, clone: LTF-2, Selleck, cat#A2116) twice a week for 5 consecutive weeks.

One week later, the mice were anesthetized for micro-CT scanning, the spleens and the bronchial draining lymph nodes were collected for flow cytometry analysis, and the lungs from tumor-bearing mice were collected for subsequent histological analysis.

### **Hematoxylin and Eosin (HE) staining**

HE staining was performed as previously (Dong et al., 2023; Wang et al., 2021; Zhang et al., 2020). Briefly, lung tissues were fixed with 2.5 mL 4% paraformaldehyde (PFA) for 4 hours followed by dehydration in 75%, 95%, 100% ethanol successively (1 hour for each gradient). The lungs were embedded in paraffin and sectioned (5 µm) for subsequent staining with hematoxylin and eosin (Beyotime Biotech). Images were acquired using an Aperio VERSA 8 (Leica) multifunctional scanner. Tumor burden and individual tumor size were determined through ImageScope (Leica) as described previously (Dong et al., 2023; Wang et al., 2021; Zhang et al., 2020).

### **Multi-color immunohistochemistry (mIHC)**

The experiments were performed with an Opal 5-color Manual IHC Kit (Absin, Cat #: abs50013) following the manufacturer's instructions. The slides were deparaffinized in xylene and successively rehydrated in 100%, 95%, and 75% ethanol. The antigen retrieval was performed by heating slides in a microwave for 30 minutes in sodium citrate buffer (pH 6.0). The sections were cooled down naturally to room temperature and quenched in 3% hydrogen peroxide to block endogenous peroxidase activity followed by blocking in 10% horse serum

in 1×PBS at room temperature for 15 min. The sections were treated with Click-iT™ TUNEL Colorimetric IHC Detection Kit (Invitrogen, Cat# C10625) according to the manufacturer's instructions and stained with the following antibodies: rabbit anti-mouse EpCAM (Abclonal, Cat #: A19301, 1:400) at room temperature for 1 h, and rabbit derived 4-HNE (Abcam, Cat #: ab46545, 1:500) at 4°C overnight. A secondary horseradish peroxidase-conjugated antibody (Absin, cross-react with mouse/rabbit) was added and incubated at room temperature for 15 min. Signal amplification was performed using TSA working solution diluted at 1:100 in 1× amplification diluent (Absin) and incubated at room temperature for 15 min. After each cycle of staining, heat-induced epitope retrieval was performed to remove all the antibodies including primary antibodies and secondary antibodies. The samples were counterstained for nuclei with DAPI for 10 min after all the antigens above have been labelled and mounted in mounting medium. The multispectral images were scanned by ZEISS AXIOSCAN7 at 20× magnification and were analyzed with SliderViewer (Version 2.5).

### **Micro-CT scanning**

Tumor-burdened mice were anesthetized under 1.0%–1.5% isoflurane via a respiratory mask of the inhalation anesthesia machine and scanned by a NEMO® Micro-CT system (NMC200, PINGSENG TECHNOLOGY, China) to assess the lung tumor burdens. A pneumatic pillow was positioned on the thoraxes of tumor-burdened mice and connected to a pressure transducer to monitor respiratory motion and inform prospective gating. Reconstruction was performed using Avatat3 software with a 'CT-gating' strategy and an 'interaction' algorithm. Other parameters including the resolution of CT is 1k×1k, the number of iterations is 6, and

the gated phase is 8, unless indicated otherwise, reminding parameters were set with default parameters according to the manufacturer's instructions. The micro-CT images were analyzed by Avatar3 and saved in tiff format.

### **Quantitative Real-Time PCR**

These experiments were performed as previously described (Wang et al., 2021; Yang et al., 2022). Total RNA was extracted from cells using TRIzol reagent (Takara), and the first-strand cDNA was reverse-transcribed with All-in-One cDNA Synthesis SuperMix (Aidlab, Cat: 342123AH). Gene expression was examined with a Bio-Rad CFX Connect system by a fast two-step amplification program with 2×SYBR Green Fast qPCR Master Mix (Aidlab, Cat: 342123AX). The expression levels of genes were normalized to that of the gene encoding  $\beta$ -actin. Gene-specific primers used in this study are summarized in Table S5.

### **Isolation of tumor interstitial fluid (TIF)**

We used a previously reported method to isolate tumor tissue interstitial fluid via a centrifugation method (Chen et al., 2022; Eil et al., 2016). Briefly, tumor-bearing lungs were harvested and washed in pre-cold saline for three times, and drying the tumors via blotting paper after the saline rinse. Then the tumors were placed on 70  $\mu$ m nylon mesh in a 50 mL Falcon tube and spun at < 50g for 5 min to remove surface liquid. Next, samples were centrifuged at 400g for an additional 10 min at 4 °C and carefully aspirate the supernatant for interstitial fluid collection.

### **Triacylglycerol (TAG) measurement**

Triacylglycerol levels in supernatants from cultured cells or tumor interstitial fluid (TIF) from lung tumors were quantified using the Triglyceride-Glo<sup>TM</sup> assay kit (Promega, Cat #J3160) according to the manufacturer's instructions. Briefly, primary CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells of KL and KLG4<sup>m/m</sup> were sorted and washed with cold PBS. These cells were then cultured in a 24-well plate at a density of  $5 \times 10^6$  cells per well, using 300  $\mu$ L DMEM supplemented 10% delipidated FBS (v/v, kindly provided by Dr. Yan Wang, Wuhan University). At the indicated time points (0, 6, and 12 h) after initiating the culture, the supernatants were collected. A 25  $\mu$ L aliquot of the supernatant was transferred to a 96-well plate containing 25  $\mu$ L Glycerol Lysis Solution with lipase. This mixture was gently shaken and incubated for 30 min at 37 °C. Following this, 50  $\mu$ L glycerol detection mix was added to each well and incubated at room temperature for 1 h. Luminescence was measured using a plate-reading luminometer, and glycerol concentrations were calculated. For TAG measurement in TIF, the TIF was collected as described above and subsequently diluted and quantified according to the manufacturer's instructions..

### **Immunoblot assays**

The immunoblot assays were performed as described previously (Wang et al., 2021; Yang et al., 2022). In brief, cells were lysed and the normal tissue or tumor tissues were homogenized with NP-40 lysis buffer (150 mM NaCl, 1 mM EDTA, 1% nonidet P-40) supplemented with proteinase and phosphatase inhibitors (Biotool). The cell lysates or tissue homogenates were cleared by centrifuge at 15000 g for 10 min at 4°C. The supernatants were quantified and

loaded to 12% sodium dodecyl sulfate-polyacrylamide (SDS-PAGE) gel for electrophoresis followed by transfer onto nitrocellulose membranes. Blocking was performed in 5% skim milk (w/v) in PBS for 40 min at room temperature, and the membranes were incubated with primary antibodies for overnight at 4°C and followed by TBST wash every 10 minutes for three times. Subsequently, the membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h followed by incubation with the enhanced chemiluminescence kit (Bio-rad, Cat# 1705061) for analysis. The primary and secondary antibodies used in this study were listed in Table S6.

### **Preparation of single-cell suspensions from lung tumors**

The freshly tumor-burdened lungs from KL/KLG4<sup>m/m</sup> mice with or without indicated treatments, as well as KL/KLG4<sup>OE</sup> mice were perfused through alveolar lavage and cardiac lavage with cold PBS. The tumor-burdened lungs or lung tumors were isolated and cut into small pieces (1~2 mm in diameter) followed by digesting into single-cell suspensions by Tumor Dissociation Kit (Miltenyi Biotech, Cat# 130-096-730) according to the manufacturer's instructions. Briefly, total small pieces were transferred into a gentleMACS C Tube with the enzyme mix containing 2.35 mL of DMEM, 100 µL of Enzyme D, 50 µL of Enzyme R, and 12.5 µL of Enzyme A. The C Tube was tightly closed and attached to the sleeve of the gentleMACS<sup>TM</sup> Octo Dissociator (Miltenyi Biotech) with the tumor isolation program. After termination of the program, the C tube was detached from the Dissociator and incubated at 37°C shaker with continuous rotation at 220 rpm for 40 min. Subsequently, repeat the tumor isolation program twice and perform a short spin up to 1,500 rpm to collect

the sample at the bottom of the tube. The dissociated cells were filtered through a 70  $\mu$ m cell strainer and centrifuged at 3,000 g for 5 min to remove the supernatant, and then the pellets were resuspended in red blood cell lysis buffer. Cells were recovered by adding an equal volume of 1 $\times$  PBS and centrifugation at 3,000 g to remove the supernatant. Finally, cells were resuspended in PBS containing 1% FBS (v/v) and used for further analysis.

### **Preparation of tumor-infiltrated lymphocytes (TILs)**

The obtained single-cell suspensions of tumor-burdened lungs were centrifuged at 1,500 g for 5 min at room temperature, and the precipitants were re-suspended with 37% Percoll (Cat#17-0891-09, GE Healthcare) in 1 $\times$  PBS (v/v). The suspension was centrifuged at 3,000 g for 30 min at 4°C and the supernatant was discarded. The precipitants containing TILs were re-suspended in 1 $\times$  PBS containing 1% FBS and used for further analysis.

### **Cell sorting**

The single-cell suspensions of tumor-burdened lungs or spleen were incubated with CD16/32 antibody for 20 min at 4°C before surface staining with fluorescence-conjugated antibodies for 30 min at 4°C. Information of antibodies used in fluorescence-activated cell sorting (FACS) was listed in Table S6. The stromal cells (CD45.2<sup>-</sup>CD31<sup>-</sup>CD49d<sup>+</sup>), endothelial cells (CD45.2<sup>-</sup>CD31<sup>+</sup>) or tumor cells (CD45.2<sup>+</sup>EpCAM<sup>+</sup>CD31<sup>-</sup>) were separated with a BD FACSAria II cell sorter (BD Biosciences) (> 90% purity). When necessary, the cells were isolated with CD45 magnetic Nanobeads sorting (Biolegend, Cat #:480028), Dynabeads™ FlowComp™ Mouse CD8 Kit (Invitrogen, Cat# 11462D), Dynabeads™ FlowComp™ Mouse

CD4 Kit (Invitrogen, Cat# 11461D) or MojoSort™ Mouse CD326 (EpCAM) Selection Kit (Biolegend, Cat# 480142) prior to cellular surface staining according to the manufacturer's instructions.

Single-cell suspensions from spleens of OT-I mice were prepared by mechanical disruption in ice-cold 1×PBS. Cells in suspension were centrifuged for 5 min at 1,500 g. After red blood cell lysis, cells were filtrated through a 70 µm nylon mesh. Splenic CD8<sup>+</sup> T cells or intratumoral CD8<sup>+</sup> T cells of lung tumors were isolated using a Dynabeads™ FlowComp™ Mouse CD8 Kit (Invitrogen, Cat# 11462D) according to the manufacturer's instructions.

### **Syngeneic graft mouse model and treatment**

In the syngeneic graft mouse models, CD45<sup>+</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells were sorted from lung tumors of KL/KLG4<sup>m/m</sup> mice that were injected with Ad-Cre followed by tamoxifen treatment. The tumor cells were cultured in DMEM supplemented with 10% FBS (v/v, Gibco) in the presence of Lip-1 (25 µM, Selleck, Cat #S7699), and the medium was changed every other day until cells outgrew and stable cell lines were formed. The cells were harvested and injected in the left back flank of C57BL/6 mice ( $5 \times 10^6$ /mouse, s.c.), the tumor length (L) and width (W) were measured and the tumor size was calculated as the formula:  $0.5 \times L \times W^2$ . Once the tumor volume reaches approximately to 1,500 mm<sup>3</sup>, the mice were euthanized and the tumors were harvested for various analyses.

To inducible knockout of GPX4 in syngeneic graft mouse models, primary CD45<sup>+</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells were sorted from lung tumors of KL/KLG4<sup>m/m</sup> mice (without tamoxifen treatment) after 8 weeks of Ad-Cre injection and subcutaneous transplanted into the left flanks

of wild-type C57BL/6 mice. When the tumors became palpable, the mice were assigned randomly into different treatment groups. Tamoxifen was intraperitoneally injected daily at a dosage of 80 mg per kg body weight (dissolved in corn oil) and continued for 5 days and followed by intraperitoneally injected with Lip-1 (10 mg/kg) or control (as described below) once a day for 15 successive days. The tumor length (L) and width (W) were measured and the tumor size was calculated as the formula:  $0.5 \times L \times W^2$ . Once the tumor volume approximates to 1500 mm<sup>3</sup>, the tumors were harvested and prepared for various analyses.

### **Cell staining and flow cytometry analysis**

The antibodies and reagents used for flow cytometry staining are summarized in Table S6.

Flow cytometry protocol has been previously described (Dong et al., 2023; Zhang et al., 2020). In short, the single-cell suspensions of tumor-burdened lungs or the obtained TILs were re-suspended in 1×PBS containing 1% FBS (v/v) and blocked with anti-mouse CD16/32 antibodies for 20 min prior to staining with the antibody mixture. Surface staining was performed in PBS containing 1% FBS (v/v) at 4°C for 30 min. For intracellular cytokine staining, cells were fixed and permeabilized with a fixation and permeabilization solution kit (Cat#424401 and 421002, respectively, Biolegend) according to the manufacturer's instructions followed by staining with the specific antibodies against intracellular markers. For the detection of cytokine production, TILs were stimulated for 4 hours at the 37°C incubator (5% CO<sub>2</sub>) in the presence of PMA (50 ng/mL, Cat#P8139, Sigma), Ionomycin (500 ng/mL, Cat#I0634, Sigma), and Golgi-stop (1:1000, Cat#554724, BD Biosciences), followed by intracellular staining. Staining of TCF1 and TOX was performed with the True-Nuclear

Transcription Factor Staining Buffer Set (Cat#424401, Biolegend) according to the manufacturer's instructions. Subsequently, cells were fixed in 4% paraformaldehyde for 15 min at 4 °C, and then centrifuged at 3,000 g for 5 min at 4°C and the supernatant was discarded. The bottom cells were re-suspended in 1 × PBS containing 1% FBS and used for flow cytometry analysis. Flow cytometry data were acquired on a FACSCelesta or LSRFortessaX20 flow cytometer (BD Biosciences) and analyzed by using FlowJo (v10.8.1) software (Tree Star).

### **Lipid peroxidation and cell viability measurement**

Experiments were performed according to the manufacturer's protocol. Briefly, single-cell suspensions of lung tumors were cultured in blank RPMI-1640 growth medium containing 30 nM SYTOX Green Dead Cell Stain (Invitrogen) or 5 μM C11-BODIPY (lipid peroxidation sensor, Invitrogen), and incubated for 30 min at 37°C in a cell culture incubator before surface markers staining. Cells were centrifuged, washed, and resuspended in 200 μL fresh PBS followed by flow cytometry analysis within 2 hours of staining.

### **Transmission electron microscopy (TEM) of cells**

CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells with or without iDGAT1/2 treatment were sorted as described above. After washing for three times with ice-cold PBS, the cells were lifted and pelleted at progressively increasing g forces (1,000 g for 5 min, 3,000 g for 5 min, 6,000 g for 5 min). The cell pellets were fixed in 2.5% electron microscopy grade glutaraldehyde in PBS at 4°C for 2 hours, postfixed in 2% aqueous osmium tetroxide, dehydrated in gradual ethanol

(30-100%), propylene oxide (two cycles at 4°C for 5 minutes) followed by infiltrated sequentially in 1:1 (v:v) propylene oxide/epoxy resin for 4 h, 1:2 (v:v) propylene oxide/epoxy resin (overnight), 100% fresh epoxy resin for 4 h. Finally, the cell pellets were embedded in 100% fresh epoxy resin and cured for 48 h at 65°C. Ultrathin sections of 50 nm were collected onto 200 mesh copper grids, and stained with Sato lead Sodium citrate for 1 min and observed using a JEM-1400 plus electron microscope operated at 100kV. For analysis, mitochondria and lipid droplets were identified by a combination of manual and automatic segmentation. The area of each mitochondria and lipid droplet identified was calculated using ImageJ v.1.52a (Bethesda) based on pixel sizes during TEM image acquisition.

### **Oil red O staining**

CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells were isolated from lung tumors of KL and KLG4<sup>m/m</sup> mice as previously described. The cells were washed twice with ice-cold PBS and then fixed in 4% formalin at room temperature for 15 minutes. After discarding the 4% formalin, the cells were washed with 60% isopropyl alcohol and dried at room temperature. Next, the cells were stained with 5% Oil Red O reagent (Beyotime, Cat#C0157M) for 10 min.

Imaging was performed using a LEICA microscope equipped with a 10× objective, and images were captured with a HAYEAR 8MP USB3.0 CMOS Video Electronic Microscope Camera (Shenzhen Hayear Electronics Co. Ltd.) using the S-EYE imaging software (Shenzhen Hayear Electronics Co. Ltd.). Three independent fields were acquired for each experimental condition, and representative images from one field of view are presented. After imaging, the Oil Red O solution was discarded, and the cells were dried at 37°C for 1 hour.

The staining was quantified by extracting the Oil Red O stain with 100% isopropyl alcohol, and the absorbance was measured using a spectrophotometer at 510 nm.

### **Immunofluorescence and confocal microscopy analysis**

CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells from lung tumors of KL/KLG4<sup>m/m</sup> or KL/KLG4<sup>OE/+</sup> were sorted as described above and washed with PBS three times. After that, the cells were incubated with 2  $\mu$ M C11-bodipy solution in the dark for 30 min at 37 °C cell incubator and washed with PBS three times. Followed by fixing in 4% paraformaldehyde (PFA) for 15 min and washed with PBS three times. For APOE staining, the C11-bodipy labelling and 4% PFA fixed cells were permeabilized with 0.5% saponin in PBS for 5 min on ice and washed with PBS three times. Then, the cells were blocked in 1% BSA containing PBS (v/v) for 1 h and stained in blocking buffer with primary antibody overnight at 4°C. The cells were further stained with 594-conjugated secondary antibody for 1 h at 4°C. Finally, the cells were plated on slides and stained with In Situ Microplate Nuclear Stain and AntiFade (Sigma, Cat# DUO82064-1KIT), and the coverslips were mounted on slides. Images were acquired on an Olympus FV1000 fluorescence microscope.

### **Delipid of the culture supernatants of tumor cells**

We used a density-gradient ultracentrifugation method to remove the majority of lipoprotein classes from the culture supernatants of CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells, derived from KL and KLG4<sup>m/m</sup> tumors (Chapman et al., 1981). In brief, the density of the culture supernatants was increased to 1.3 g/mL through the addition of solid potassium bromide. After

constructing the gradient, we centrifuged them at 27500 rpm for 24 hours at 4°C, without using a brake at the end of the run. Following this, we carefully aspirated the upper phase, which contained the lipoprotein, and transferred the lower aqueous phase to a sterile dialysis tubing with a molecular weight cutoff of 1000. Next, we immersed the dialysis tubing in 0.9% NaCl for 12 hours at 4°C, a process that was repeated four times. Finally, the lipid-free supernatants were filtered through a 0.22 µm filter and stored at -20°C, ready for use in *in vitro* cell stimulation experiments.

### ***In vitro* chronic and acute stimulation of P14 CD8<sup>+</sup> T cells with tumor cells-derived supernatants**

CD8<sup>+</sup> T cells were isolated from spleens of P14 transgenic mice (carrying a transgenic T cell antigen receptor that recognizes H-2D<sup>b</sup>GP<sub>33-41</sub> epitope of LCMV, which were kindly provided by Prof. Liang Cheng, Wuhan University) and T-cell-depleted APCs were isolated from spleens of wild-type C57BL/6 mice and pulsed with 250 nM GP33-41 (KAVYNFATM, Synthesized by GL Biochem, Shanghai) in RPMI-1640 for 4 h at 37°C followed by fixation in 4% paraformaldehyde and twice wash in PBS. The fixed APCs were cocultured with CD8<sup>+</sup> P14 cells at a 2:1 ratio ( $2 \times 10^6$  APCs +  $1 \times 10^6$  P14 cells per well) in a flat-bottom 24-well plate. For chronic stimulation of T cells, at d2, d4, and d6 of coculture, CD8<sup>+</sup> P14 cells were harvested from a 24-well plate and isolated via a CD8<sup>+</sup> positive selection kit (Invitrogen, Cat: 11462D), replated into a 24-well plate ( $1 \times 10^6$  P14 cells per well) and chronically stimulated by coculture with 50 nM GP<sub>33-41</sub> pulsed APCs. Both the acute and chronic *in vitro* conditions received recombinant mouse IL-2 (10 ng/mL, Cat: CM003-20MP, CHAMOT). On day 2,

cells were cultured with either tumor cells supernatants or their delipidated counterparts from KL or KLG4<sup>m/m</sup> tumor cells (100  $\mu$ L/well of KL and KLG4<sup>m/m</sup>, respectively). Finally, the cells were harvested and analyzed through flow cytometry on BD LSRFortessaX20.

### **Targeted oxi-lipidomic profiling and data analysis**

The experimental procedure followed the methodology outlined in previous studies (Li et al., 2024; Yin et al., 2009). Tumor cells (CD45<sup>+</sup>CD31<sup>-</sup>EpCAM<sup>+</sup>) from lung tumors of KL and KLG4<sup>m/m</sup> with or without indicated treatments were sorted as previously detailed.

Alternatively, the tumor cells culture supernatants were lyophilized prior to analysis. For each sample,  $5 \times 10^6$  cells were collected and washed once with ice-cold PBS, after centrifuging for 5 min at 1,000 rpm, cell pellets were resuspended in 140  $\mu$ L ice-cold nuclease-free water and vortexed for 10 s, added 100ng phosphatidylethanolamine (PE) (D16:1) and 100ng phosphatidylcholine (PC) (D14:1) as internal standard. Lipids were extracted using the Folch method. Briefly, 450  $\mu$ L ice-cold chloroform/methanol (v/v = 2:1) containing 0.005% BHT was added to each sample, vortexed for 1 min and the sample was then incubated on ice for 15 min to enhance extraction efficiency. Finally, samples were centrifuged for 10 min at 3,000 g, 4 °C. The organic layers (lower) were collected into new tube and dried under nitrogen using a 12-port drying manifold. Dried samples were resuspended in 60  $\mu$ L of 100% LC solvent B (methanol /isopropanol solution, v/v, 3:4, containing 5 mM amide acetate). A 50  $\mu$ L aliquot of the sample was transferred to a new autosampler vial for analysis.

Chromatography was performed using a HILIC HPLC column (Luna 5 $\mu$ m, 100 Å, 50  $\times$  2 mm, Phenomenex) at a flow rate of 0.350 mL/min. Mass spectrometric analysis was

performed in the negative ion mode using multiple-reaction monitoring (MRM) of specific precursor–product ion  $m/z$  transitions upon collision-induced dissociation. The precursor negative ions monitored were the molecular ions  $[M-H]^-$  for PE, and the acetate adducts  $[M+CH_3COO]^-$  for PC. Identity was further verified by monitoring at the same time, using polarity switching, the positive molecular ions  $[M+H]^+$  for both PC and PE molecular species. The product ions analyzed after collision-induced decomposition, and used for data comparison, were the carboxylate anions corresponding to the non-oxidized or oxidized arachidonoyl chains. The specific precursor–product pairs monitored in negative-ion mode and used for quantification were follows: PE(16:0e\_22:5(O)), 766/345; PE(18:1a\_22:4(O)), 808/347; PC (18:0a\_20:4(2O)), 900/335; PC(18:0a\_22:4(2O)), 928/363; PE(18:0a\_9'-oxo-nonanoyl), 634/171 ; PE(18:0a\_5'-oxo-valeroyl), 578/115 ; PE(16:0a\_22:4(O)), 782/347; PC(18:0a\_HETE), 810/319 (Doll et al., 2019; Friedmann Angeli et al., 2014; Li et al., 2024). Calculated oxygenated lipids were summarized in Table S1.

### **Lipidomic profiling and data analyses**

**Lipidomics procedures.** CD45<sup>+</sup>CD31<sup>+</sup>EpCAM<sup>+</sup> tumor cells and their culture supernatants of KL and KLG4<sup>m/m</sup> with or without indicated treatments were obtained as described above. Briefly, the cells were washed with ice-cold PBS twice, for each sample,  $5 \times 10^6$  tumor cells were collected and stored at -80°C. Cell pellets were resuspended in 300  $\mu$ l methanol/water (v/v=3:1), containing of LPC 18:1(d7) as the internal standard. Then, each sample was sonicated for 30 s to ensure homogeneity and added with 750  $\mu$ l MTBE, vortexed for 60 s, and gently vibrated for another 30 min. After that, the sample was added with 190  $\mu$ l of nuclease-

free water and vortexed for 1 min. After equilibration at room temperature for 10 min, the sample was centrifuged at 14,000g for 15 min. Then 400 µl aliquot of the upper lipid extract was pipetted into the new centrifuge tube and vacuum-dried. The dried sample was dissolved with 150 µl of acetonitrile/isopropanol/water (v/v/v = 65:30:5) for the instrumental analysis in the positive and negative ion mode. The lipid profiling was acquired by using a liquid chromatography-mass spectrometry (LC-MS) system comprising ultra-performance liquid chromatography (UPLC, ExionLC™ AD, <https://sciex.com.cn/>) coupled to a Tandem Mass Spectrometry (MS/MS, QTRAP® 6500+, <https://sciex.com.cn/>). Dissolved samples were centrifuged at 12,000 rpm for 10 min to remove residual cellular debris before injecting 2 µL onto a Thermo Accucore™ C30 column (100×2.1 mm i.d., 2.6 µm). Parameters on the chromatographic separation in the positive ion mode were the same as those in the negative ion mode. The column was eluted at 80% mobile phase A (60:40 v/v acetonitrile/water, containing 0.1% formic acid and 10 mM ammonium formate) and 20% mobile phase B (10:90 v/v acetonitrile/ isopropanol, containing 0.1% formic acid and 10 mM ammonium formate) between 0 and 2 min, raised to 30% B at 2 min, increased linearly from 30% to 95% B between 2 and 17.3 min, returned to 20% B at 17.5 min, and held at 20% B until 20 min. The flow rate was 0.35 mL/min from 0 to 20 min at 45°C. MS data were acquired using electrospray ionization (ESI) at 500°C, The spray voltage was 5.5 kV and 4.5 kV for positive and negative ionization modes, respectively. Sheath, auxiliary, and sweep gases were 45, 55 and 35 psi, respectively. Data was collected in full MS/dd-MS2 (top 5). Full MS was acquired from 100-1500 m/z with a resolution of 70,000, AGC target of  $1 \times 10^6$  and a maximum injection time of 100 ms. MS2 was acquired with resolution of 17,500, a fixed first mass of

50 m/z, AGC target of  $1 \times 10^5$  and a maximum injection time of 200 ms. Stepped normalized collision energies were 20, 30 and 40%.

**Lipidomics data processing.** Raw data were processed using Analyst 1.6.3 (SCIEX) software for the detection and integration of LC-MS peaks. Lipid identities were determined based on a homemade database-MWDB (metware database) according to the retention time (RT) and pairs of precursor- and product-ion of lipids to be tested and were denoted by total number of carbons in the lipid acyl chain(s) and total number of double bonds in the lipid acyl chain(s). Lipids quantitative analysis was performed on multiple reaction monitoring (MRM) to obtain the area of LC-MS peaks in a low noise background. Peak areas were used in data reporting, data was normalized using internal standards. Negative ion mode analyses of free fatty acids and bile acids (C18-neg) were conducted similarly to that previously described (Paynter et al., 2018). The abundance (nmol/g) of each lipid species was calculated by the following formula:  $X = 0.001 \times R \times c \times F \times V/m$ , where X (nmol/g) is the concentration of the lipids, R is the ratio of peak areas of lipids to be tested related to internal standards, c is the concentration ( $\mu\text{mol/L}$ ) of internal standards, F is the correlation factor of different internal standards, and V and m are the total volumes ( $\mu\text{L}$ ) of the lipid extracts and weight of tumor tissues of each sample, respectively. Differential-abundance analysis was performed using 'DEP' R package (v 1.26.0). Calculated lipidomics datasets were summarized in Table S1.

### **Bulk RNA Sequencing**

RNA-sequencing and high throughput sequencing were conducted by Seqhealth

Technology Co., LTD (Wuhan, China). Intratumoral CD8<sup>+</sup> T cells were isolated by MACS and tumor-infiltrated tumor cells were sorted by FACS as described above, respectively. And immediately homogenized in 2 mL of TRIzol (Takara), and total RNA was extracted using RNeasy Kit (QIAGEN). RNA concentration and purity were measured by using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE) and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Poly(A) mRNA was subsequently purified from 10µg total RNA using NEBNext Oligo d(T)<sub>25</sub> Magnetic Beads Isolation Module. First-strand complementary DNA was synthesized with NEBNext RNA First-Strand Synthesis Module. NEBNext Ultra II Non-Directional RNA Second Strand Synthesis Module was used for the synthesis of the complementary strand of first-strand cDNA. The resulting double-stranded DNA was purified and Vazyme TruePrep DNA Library Prep kit V2 was used to prepare libraries followed by sequencing on an Illumina HiSeq X platform with 150-bp paired-end reads strategy. Quality control of mRNA-seq data was performed by using Fastsqc (v0.11.9) and low-quality bases were trimmed by Trim\_galore (0.6.4\_dev). All RNA-seq data were mapped to the mouse genome (Mus\_musculus\_Ensemble\_94) by Hisat2 (v.2.0.5) and allowed a maximum of two mismatches per read. Gene expression level was calculated by FeatureCounts (v.2.0.0) with default parameters and normalized by FPKM (Fragments Per Kilobase of exon model per Million mapped fragments). Differential expression analysis of two groups was performed using the DESeq2. Based on these differentially expressed genes, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were implemented by using the clusterProfiler(Wu et al., 2021b) (v4.8.2) R package.

To analyze a positive or negative enrichment of the indicated pathways, we performed gene-set enrichment analyses (GSEA) with the mRNA-seq data as previously described (Dong et al., 2023; Wang et al., 2021; Yang et al., 2022). In such analyses, the gene sets annotated in MSigDB (Molecular Signatures Database, <https://www.gsea-msigdb.org/gsea/msigdb>) were listed in Table S4, and their corresponding expression values (Table S2) were analyzed through the GSEA software (<http://www.gsea-msigdb.org/gsea/index.jsp>). (Subramanian et al., 2005)

### **CUT & Tag sequencing and data analysis**

CUT&Tag experiment and high throughput sequencing were conducted by Seqhealth Technology Co., LTD (Wuhan, China). Briefly, CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup> tumor cells were isolated from lung tumors of KL and KLG4<sup>m/m</sup> mice as previously detailed.  $1 \times 10^6$  cells from each mouse (three mice in total) were harvested and following the manufacturer's protocol of the CUT&Tag kit (Cell Signaling Technology, Cat#86652). the cells were permeabilized with digitonin and incubated with anti-H4K4me3 (Abcam, Cat# 8580) or anti-H3K27ac (Abcam, Cat# ab4729) (1:50 dilution for all antibodies) for 2 hours at 4°C. Permeabilized cells were washed and incubated with pAG-MNase enzyme, comprising the IgG-binding domain of protein A/G fused to micrococcal nuclease, for 1 hour at 4°C. MNase activity was dependent on Ca<sup>2+</sup>, and remained inactive before the addition of CaCl<sub>2</sub>. One hour later, the permeabilized cells were washed and incubated with cold CaCl<sub>2</sub> for 30 minutes at 4°C to activate MNase, and to cleave and liberate the chromatin fragments bound by H3K4me3 and H3K27ac. The chromatin digestion reaction was then stopped, and chromatin fragments were purified with

DNA purification spin columns. We performed PCR to amplify the chromatin fragments and generated libraries with the SimpleChIP ChIP-seq DNA Library Prep Kit (Cell Signaling Technology), which was compatible with the CUT&Tag kit from the same company. The library products were enriched, quantified and finally sequenced on a DNBSEQ-17 sequencer (MGI Tech Co.,Ltd.China) with PE150 model.

Quality control of sequencing data was performed by using Fastsqc (v0.12.1) and low-quality bases were trimmed by Trim\_galore (v0.6.10). The trimmed reads were mapped to the mouse genome (Mus\_musculus\_Ensemble\_94) by BWA (v0.7.15) with default parameters. Reads that mapped to mitochondrial DNA or that had low mapping quality (<30) were excluded from downstream analysis. Next, Duplicate reads due to PCR amplification of single DNA fragments during library preparation were identified with Picard (v 2.17.3; available at <http://broadinstitute.github.io/picard>) and removed from downstream analysis. MACS2 (v 2.2.7.1) was used for transcription factor binding signal peak calling and the HOMER software suite (v 4.11.1) was used to assign identified peaks to genes. Multiple peaks could be assigned to a single gene as long as the peaks were located in the gene body or its promoter region (within 2.5 kb upstream). 

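The deposited H3K4me3 table gives each peak 1 gene, an annotation class (promoter, untranslated region, exon, intron, downstream or distal intergenic) and a signed distance in bp to the nearest transcription start site, negative when the peak lies upstream. Of the 35486 listed peaks, 6825 (19.2%) lie more than 2.5 kb upstream of that start site, and so do 183 of the 1099 peaks that were higher in KLG4 m/m and 4 of the 23 peaks of the 10 TAG synthesis-related genes. A negative distance does not exclude a position inside the gene: the peak of *Srebf2* 8.28 kb upstream of the nearest start site is annotated as intronic. The peaks of *Dgat2*, *Gpd1l* and *Agpat4* that lie more than 2.5 kb upstream are annotated as distal intergenic. The table holds 2 regions under 2 gene names each: the regions that start at 80690858 on chromosomes 10 and 12 are each listed under *Lsm7* and *Slc39a9*.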

Finally, Integrative Genomics Viewer (IGV, v2.5.0) was used to display the signals of CUT&Tag sequencing.

### **Public datasets mining**

Single-cell RNA sequencing (scRNA-seq) data were obtained from the GEO dataset GSE207422(Hu et al., 2023) (human NSCLC tissues) and GSE165641(Wang et al., 2021) (KL NSCLC mouse model). Cells annotated as “tumor cells” (specifically expressed *EPCAM*,

*KRT8*, and *KRT19*) in the original metadata were extracted for downstream analysis. Based on the distribution of *GPX4* expression levels, the top 25% of tumor cells were defined as the *GPX4*<sup>High</sup> group, and the bottom 25% as the *GPX4*<sup>Low</sup> group. The mRNA levels of *DGAT2*, *APOE*, and *GPDIL* were compared between the two groups. Statistical significance was determined using a two-tailed Student's *t*-test. Data visualization was performed using the ggplot2 package in R (version 4.3.2).

For correlation analysis between the mean *GPX4* expression in tumor cells and the exhaustion score of T cells across patients in the datasets of GSE148071(Wu et al., 2021a), HRA002509(Hu et al., 2023), HRA001033(Yan et al., 2025), and GSE136246(Maroni et al., 2021), respectively. For each patient from the above dataset, tumor cells were identified based on the cell type annotations provided in the original dataset. The mean *GPX4* expression level within tumor cells of each patient was calculated. To quantify the degree of CD8<sup>+</sup> T cell exhaustion from the same patients, we used the AddModuleScore function in the Seurat package (version 5.1.0) to compute exhaustion scores for T cells. The T cell exhaustion gene signature included the following genes: *PDCD1*, *HAVCR2*, *CTLA4*, *LAG3*, *TIGIT*, *ENTPD1*, *NT5E*, *BATF*, *NFATC1*, *CD38*, *EOMES*, *SLAMF6*, and *TOX*. Data visualization was performed using the ggplot2 package in R (version 4.3.2). And the relationship between the mean *GPX4* expression in tumor cells and the corresponding T cell exhaustion score across patients was evaluated using Pearson correlation analysis.

### **Chromatin Immunoprecipitation (ChIP) assay**

The tumor cells (CD45<sup>-</sup>CD31<sup>-</sup>EpCAM<sup>+</sup>) from the autochthonous and syngeneic KL/KLG4<sup>m/m</sup>

tumors were sorted as described above. The tumor cells were fixed with DSG (2 mM) for 30 min and 1% formaldehyde for 15 min, and then quenched by glycine. After washing three times with PBS, they were harvested in ChIP lysis buffer (50 mM Tris·HCl, pH 8.0, 0.5% SDS, 5 mM EDTA) followed by sonication to generate DNA fragments of 250-1000 bp. The lysate was centrifuged at 12,000 rpm for 10 min at 4 °C and was diluted with ChIP dilution buffer (20 mM Tris·HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100) (4:1 volume). The resulting lysate was then incubated with Protein G agarose and anti-H3K4me3 (Cell Signaling Technology, Cat# 9751), anti-H3K27ac (Cell Signaling Technology, Cat# 8173) or control IgG at 4 °C overnight. DNA was eluted using ChIP elution buffer (0.1 M NaHCO<sub>3</sub>, 1% SDS, 30 µg/mL proteinase K) by incubation at 65°C overnight, and the DNA was purified with a DNA purification kit (TIANGEN, DP209-03). The purified DNA was assayed by quantitative PCR using the SFX connect system by a fast two-step amplification program with 2×SYBR Green Fast qPCR Master Mix (Aidlab, Cat: 342123AX). The qPCR primer for the *Dgat2* and *Gpd1l* promoter were designed according to CUT&Tag results and sequences were listed in Table S5.

### **Statistical analysis**

Statistical analysis was performed with GraphPad Prism 8.3.0 software by two-tailed Student's *t*-test and one-way ANOVA unless indicated otherwise, two-way ANOVA was performed for multiple comparisons, the log-rank (Mantel-Cox) test was performed for comparing mouse survival curves. *n* represents the number of mice or samples used in the experiment, with the number of individual experiments listed in the legend and no statistical methods were used to predetermine sample size. Experiments in the study were repeated at

least two times. Graphs show individual samples and center values indicate the mean.  $P$  values  $< 0.05$  were considered significant (\*: $P < 0.05$ ; \*\*: $P < 0.01$ ; \*\*\*: $P < 0.001$ , \*\*\*\*: $P < 0.0001$ ; ns stands not significant,  $P$  values  $> 0.05$ ). Graphs show mean  $\pm$  SEM of different mice or samples unless indicated otherwise. A hypergeometric test was performed for Gene pathway enrichment analysis. GSEA was used to rank the probes and analyze the enrichment based on t statistics (<http://www.broadinstitute.org/gsea/>). The heatmap of the signature genes was generated in GraphPad Prism 8.3.0 software based on their relative expression levels, which were normalized to their mean and then divided by their variance.

Figure S1

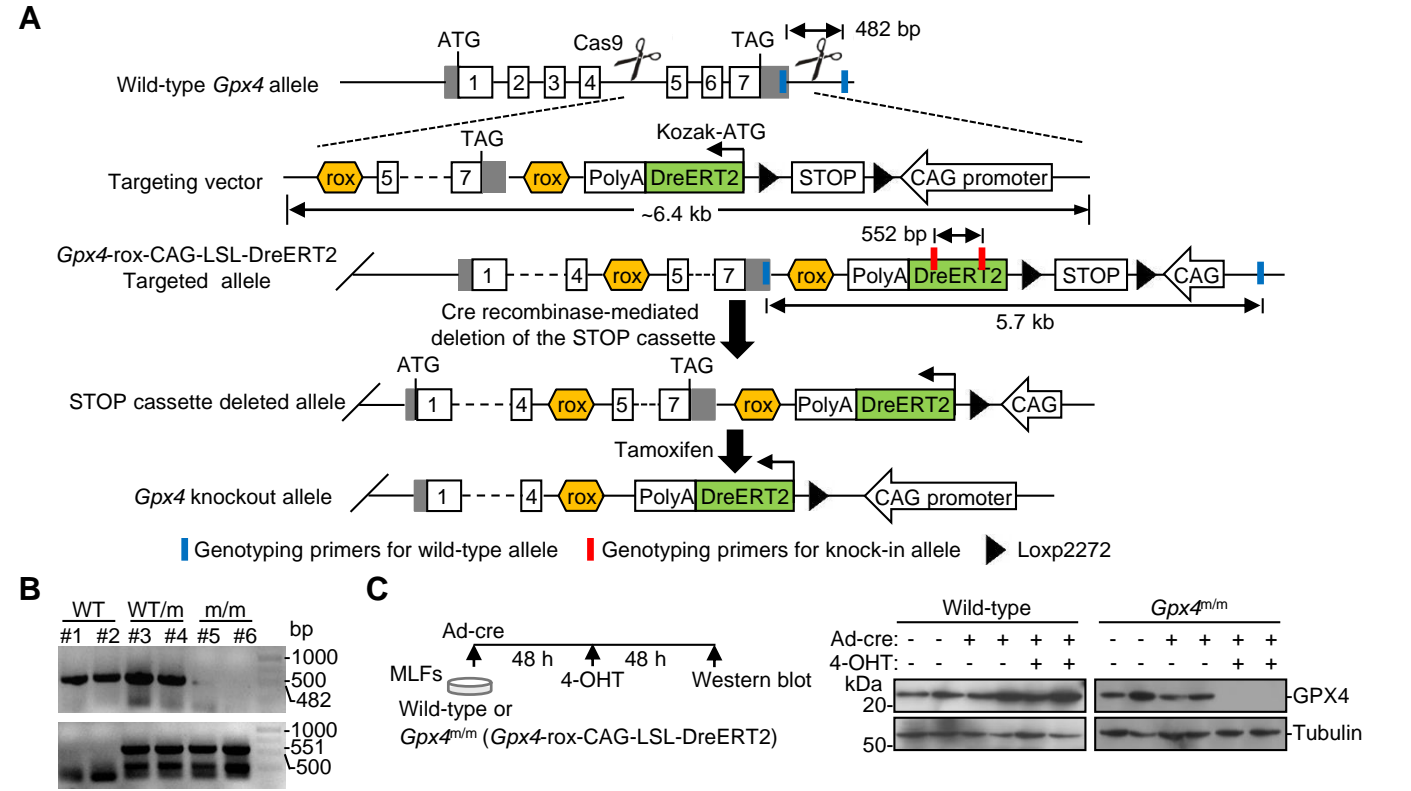

Figure S1 The generation of *Gpx4*<sup>m/m</sup> mice.

(A) A scheme of the generation of the *Gpx4*-rox-CAG-LSL-DreERT2 (*Gpx4*<sup>m/m</sup>) mice.

(B) PCR analysis of the tail genomic DNAs from wild-type, *Gpx4*<sup>m/+</sup>, *Gpx4*<sup>m/m</sup> mice.

(C) Experimental design (left scheme) and immunoblot (right panels) analysis of GPX4 in wild-type and *Gpx4*<sup>m/m</sup> MLFs infected with Ad-Cre (Ad-Cre) for 48 hours followed by treatment with 4-hydroxytamoxifen (4OHT, 1μM) for 48 hours.

Data are representative results of two independent experiments (B and C).

Figure S2

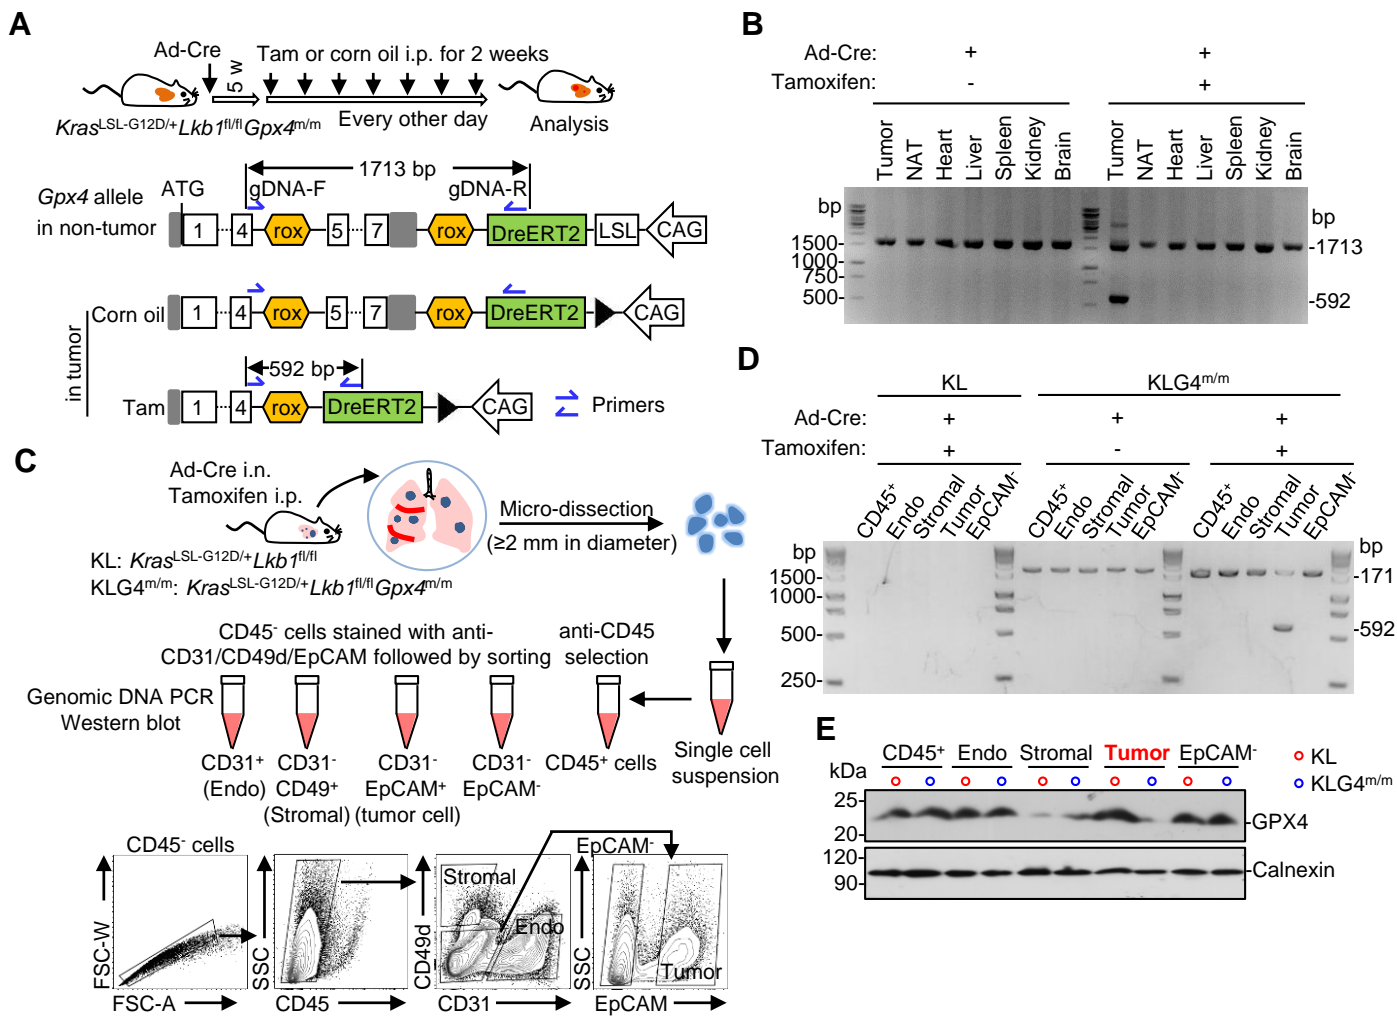

**Figure S2 Tamoxifen-mediated knockout of GPX4 in tumor cells of *Kras*<sup>LSL-G12D</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KLG4<sup>m/m</sup>) mice.**

(A) *In vivo* validation of the recombination of *Gpx4* gene locus in lung tumors of tumor-bearing *Kras*<sup>LSL-G12D</sup>*Lkb1*<sup>fl/fl</sup>*Gpx4*<sup>m/m</sup> (KLG4<sup>m/m</sup>) mice. The KLG4<sup>m/m</sup> mice were intranasally injected with Ad-Cre ( $3 \times 10^6$  PFU per mice) for 5 weeks followed by intraperitoneal injection of either tamoxifen (Tam, 80 mg/kg, resolved in corn oil) or corn oil every other day for 2 weeks for various analyzes (upper). A scheme of the *Gpx4* genomic locus in non-tumor or in Tam- or corn oil-treated tumor tissues of KLG4<sup>m/m</sup> mice (bottom).

(B) PCR analysis of genomic DNAs from different tissues from the Ad-Cre-infected Tam- or corn oil-treated KLG4<sup>m/m</sup> mice as in (A).

(C) Validation of tumor cell-specific recombinant of the *Gpx4* gene locus from lung tumors of KL and KLG4<sup>m/m</sup> mice treated as in (A). A scheme of magnetic-activated cell sorting (MACS) to obtain CD45<sup>+</sup> cells and fluorescence-activated cell sorting (FACS) to obtain endothelial cells, stromal cells, and tumor cells from the CD45<sup>+</sup> population (upper) and the representative gating images for cell sorting (bottom) were shown here.

(D-E) PCR (D) and immunoblot (E) analysis of the indicated cells from lung tumors of KL and KLG4<sup>m/m</sup> mice obtained in (C) to determine the knockout efficiency and specificity of GPX4.

Data are representative results of two independent experiments (B-E).

**Figure S3**

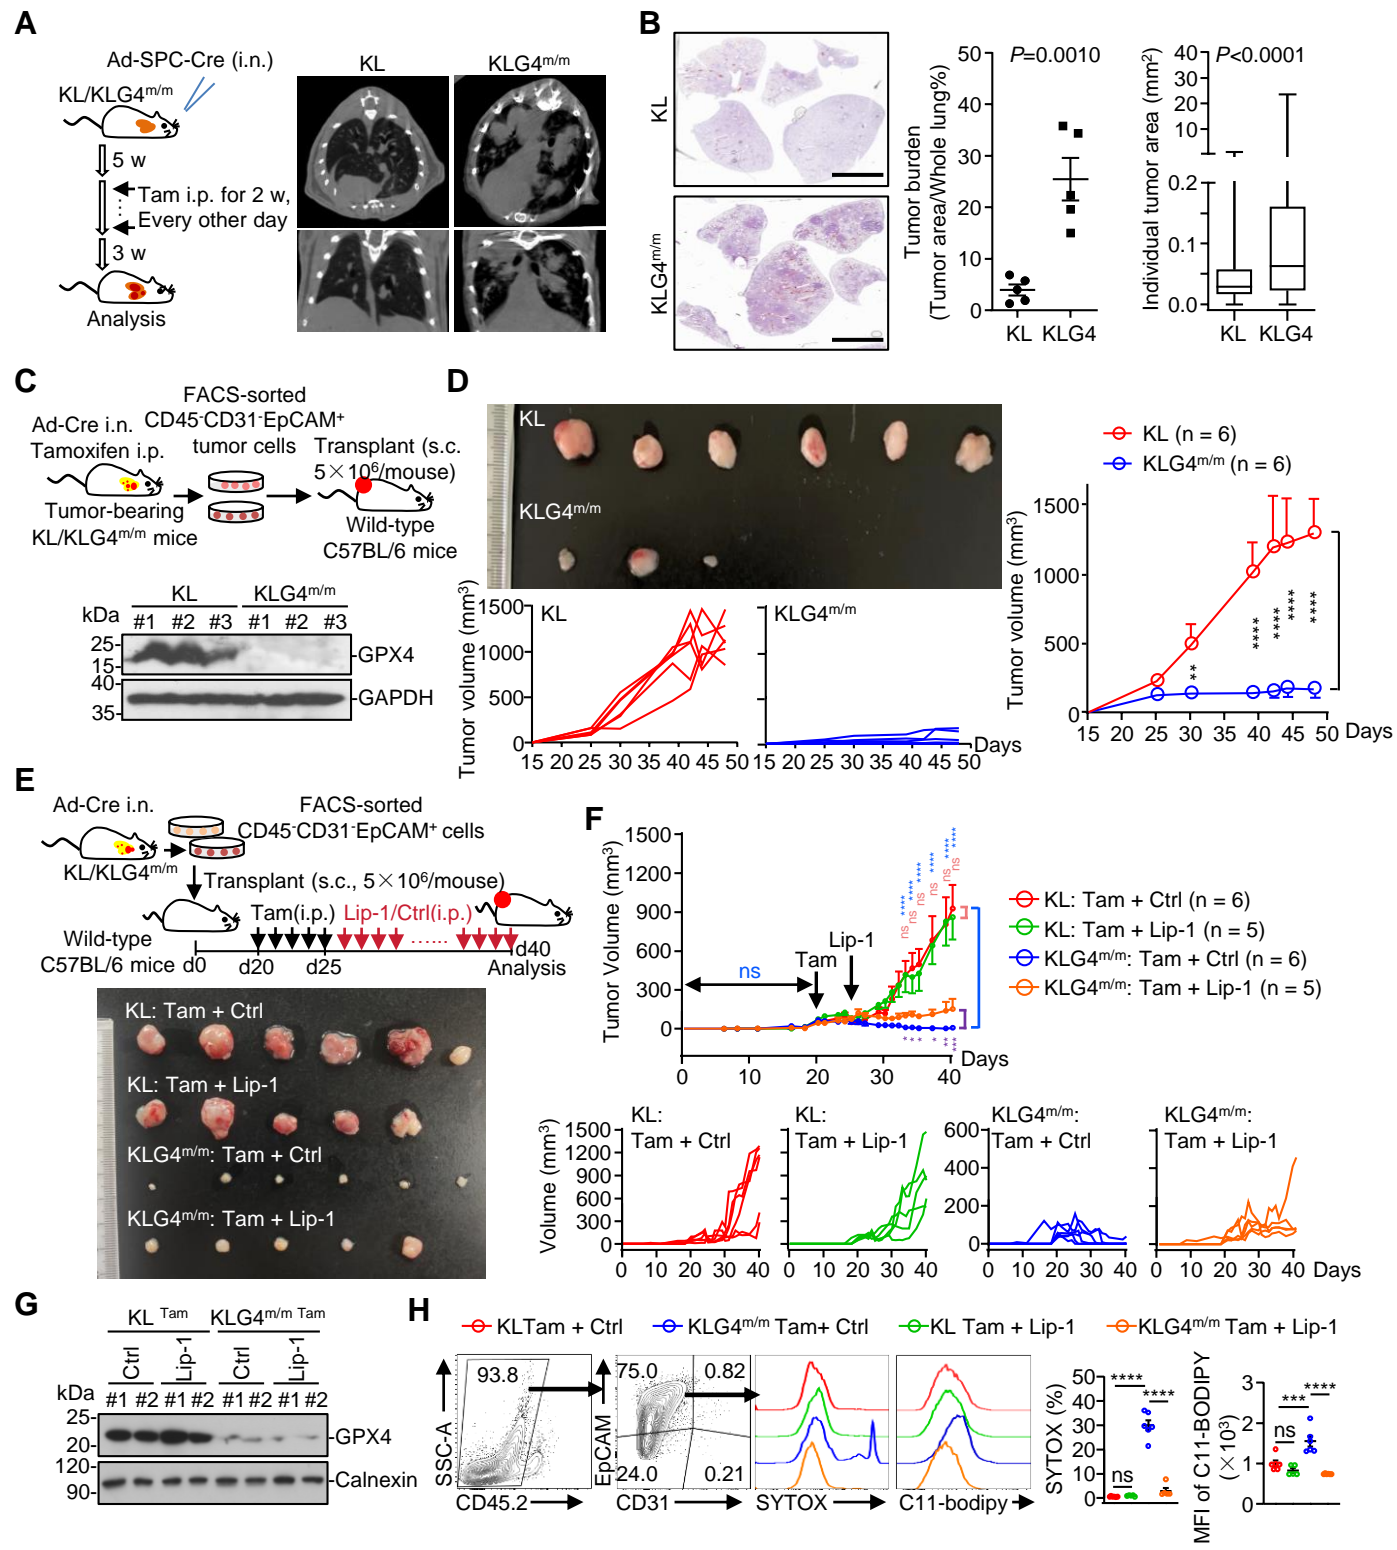

**Figure S3 Tumor cell-specific deficiency of GPX4 inhibits tumor growth in syngeneic graft mouse models.**

(A) KL (n = 5) and KLG4<sup>m/m</sup> (n = 5) mice were intranasally injected with Ad-SPC-Cre ( $5 \times 10^6$  PFU per mouse) for 5 weeks followed by intraperitoneal injection of tamoxifen every other day for 2 weeks (left scheme). The mice were rested for another 3 weeks followed by micro-CT imaging analysis (right images).

(B) Representative images of HE staining (left) and statistics of tumor burdens (middle) and individual tumor sizes (right) of tumor-burdened lungs from the KL (n=5) and KLG4<sup>m/m</sup> (n=5) mice treated as described in (A).

(C) The CD45-CD31-EpCAM<sup>+</sup> tumor cells were FACS-sorted from lung tumors of KL and KLG4<sup>m/m</sup> mice (with Ad-Cre i.n. infection followed by tamoxifen i.p. treatment) and subcutaneously transplanted into the flanks of wild-type C57BL/6 mice for further analysis (upper scheme). Immunoblot analysis of GPX4 and GAPDH in the subcutaneous KL or KLG4<sup>m/m</sup> tumors (lower panels).

(D) Images of the transplanted tumors as described in (C) (left top). Individual tumor growth curves (left bottom) and the overall tumor growth curves (right) of the subcutaneous KL and KLG4<sup>m/m</sup> (n = 6 in each group).

(E) The CD45-CD31-EpCAM<sup>+</sup> tumor cells were sorted from lung tumors of KL and KLG4<sup>m/m</sup> mice (with Ad-Cre i.n. infection only) for 10 weeks and transplanted subcutaneously into the flanks of wild-type C57BL/6 mice. When the tumors became palpable, the mice were intraperitoneal injected with tamoxifen (80 mg/kg in corn oil) for 5 successive days followed by daily intraperitoneal injection of Liprostatin-1 (Lip-1, 10 mg/kg) or the control dissolvent (Ctrl) for 15 consecutive days followed by various analyses (upper scheme). The individual tumors were imaged at the end of the study (lower image).

(F) The overall tumor growth curves (top) and the individual tumor growth curves (bottom) for KL (n = 6 for Ctrl and n = 5 for Lip-1) or KLG4<sup>m/m</sup> (n = 6 for Ctrl and n = 5 for Lip-1) subcutaneous tumors as described in (E).

(G) Immunoblot analysis of GPX4 in the for KL (n = 2 for Ctrl and Lip-1) or KLG4<sup>m/m</sup> (n = 2 for Ctrl and Lip-1) subcutaneous tumors as described in (E).

(H) Flow cytometry analysis (left flow charts) and the percentages of cell death and lipid peroxidation (right graphs) of CD45-CD31-EpCAM<sup>+</sup> tumor cells from KL (n = 6 for Ctrl and n = 5 for Lip-1) or KLG4<sup>m/m</sup> (n = 6 for Ctrl and n = 5 for Lip-1) subcutaneous tumors as described in (E).

Graphs show mean  $\pm$  SEM (B, D, F, and H). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , ns: not significant (two-tailed student's *t*-test for B or two-way ANOVA for D, F, and H). Scale bars represent 5 mm (A and B). Data are representative results of two independent experiments (A-H).

Figure S4

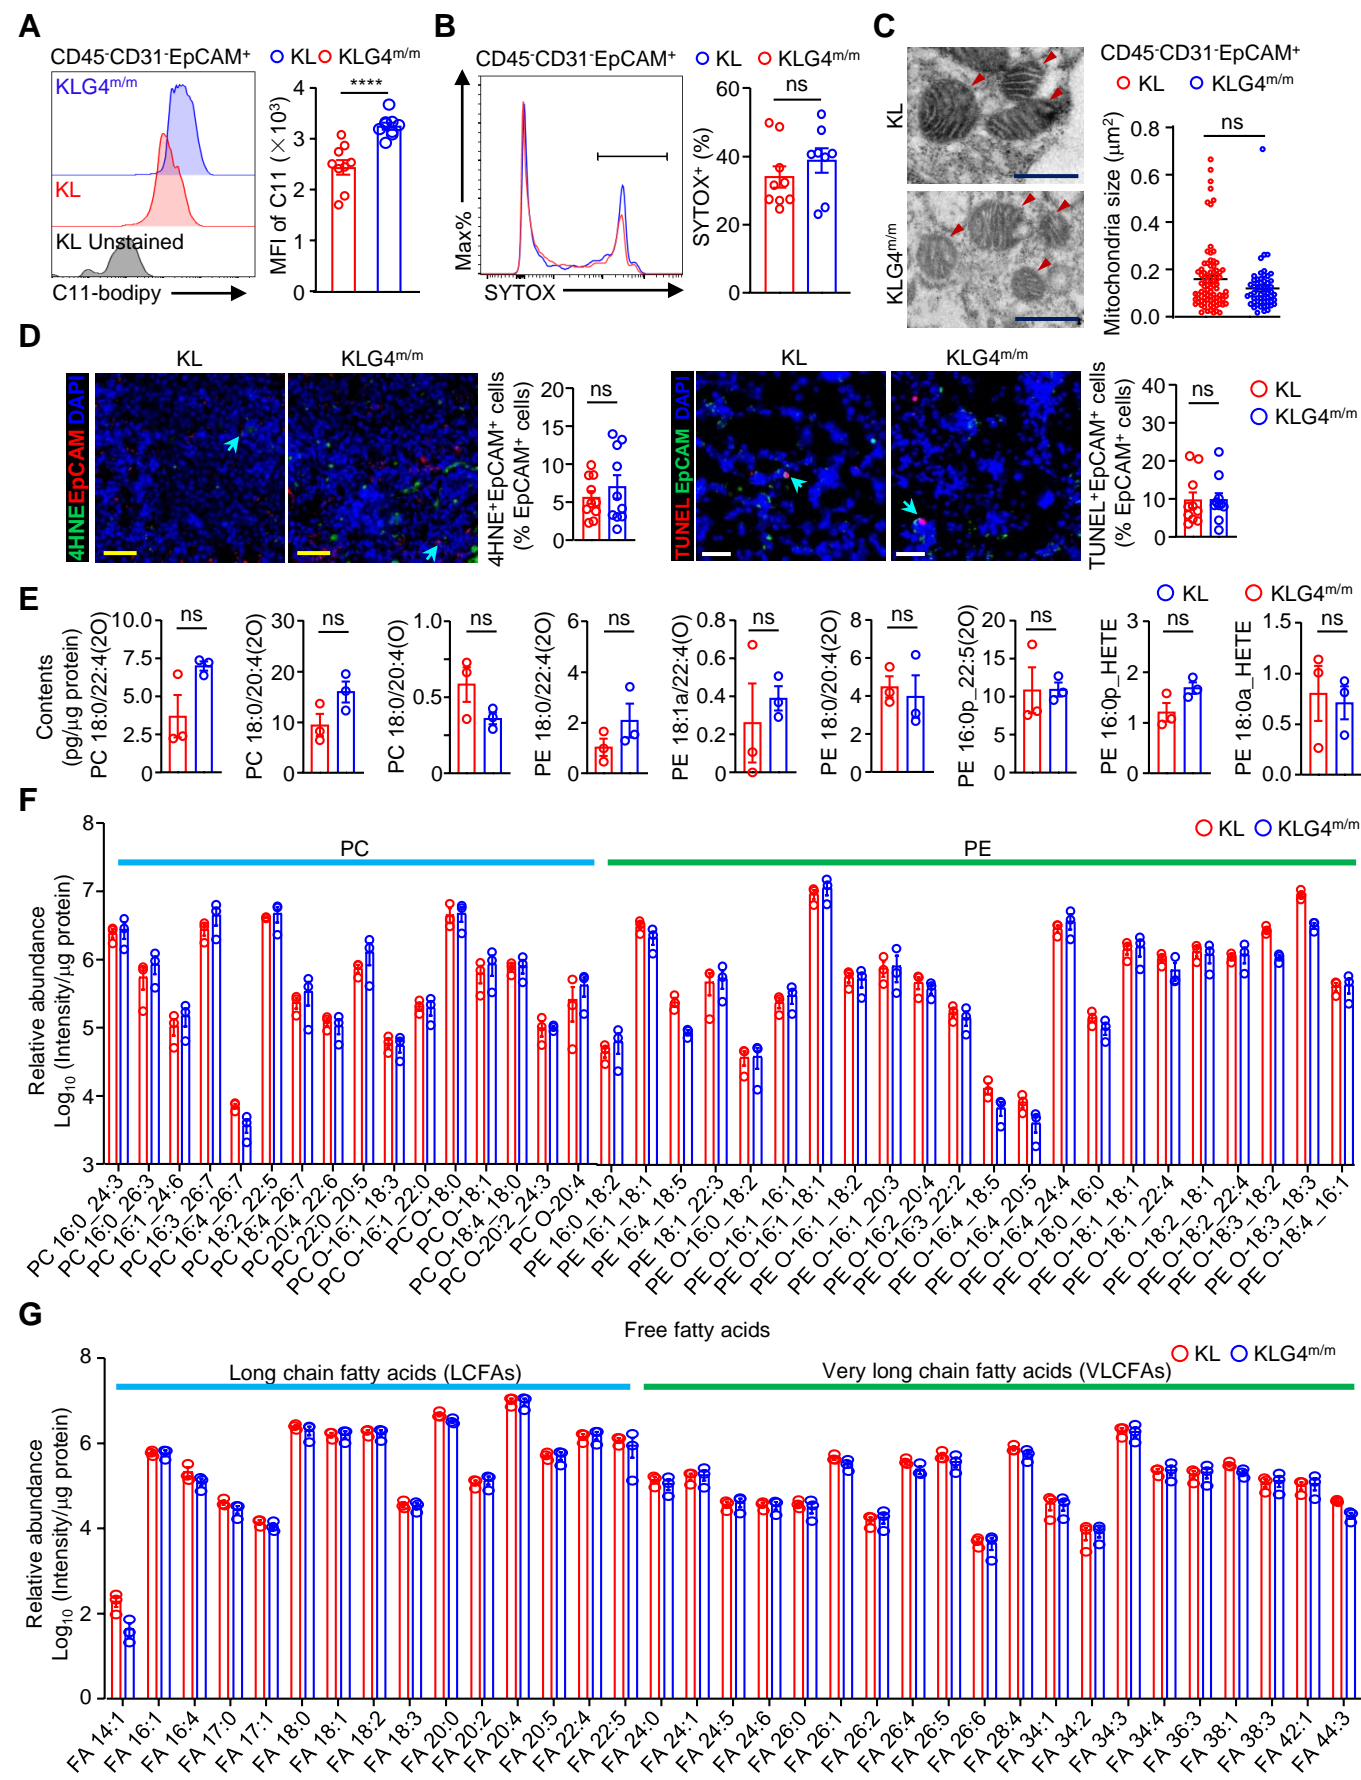

**Figure S4 Tumor cell-specific knockout of GPX4 in the KL autochthonous mouse model does not result in ferroptosis of tumor cells.**

(A) Flow cytometry analysis of C11-bodipy staining of CD45<sup>+</sup>CD31<sup>+</sup>EpCAM<sup>+</sup> tumor cells from the lung tumors of KL (n = 9) and KLG4<sup>m/m</sup> (n = 9) mice that were intranasally injected with Ad-Cre ( $2 \times 10^6$  PFU per mice) for 5 weeks followed by intraperitoneal injection of either tamoxifen (Tam, 80 mg/kg, resolved in corn oil) or corn oil every other day for 2 weeks and rest for 3 weeks.

(B) Flow cytometry analysis of SYTOX staining of CD45<sup>+</sup>CD31<sup>+</sup>EpCAM<sup>+</sup> tumor cells from the lung tumors of KL (n = 9) and KLG4<sup>m/m</sup> (n = 8) mice treated as in (A).

How the deposited data were processed for this re-analysis (not part of the article)

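H3K4me3 was measured by CUT&Tag in CD45-CD31-EpCAM+ tumor cells from lung tumors, with 2 KL and 2 KLG4 m/m libraries. They were taken as 1 library per mouse, after the legend of Fig. 3. The methods give another number of mice, and every library carried signal at the Y chromosome and at *Xist*. Pooled cells or repeated libraries of the same cells are therefore not excluded. The mapping of libraries to groups came from the sample labels, the legend of Fig. 3 and the column names of Table S3A. H3K27ac and RNA-seq data were not analysed here, and the syngeneic tumor cells and the ChIP-qPCR assays were not used here.

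The authors checked the reads with FastQC, trimmed them with Trim Galore, mapped them with BWA, removed mitochondrial reads, reads with a low mapping quality and duplicates, and called peaks with MACS2. The methods name HOMER for the assignment of peaks to genes. The authors deposited 1 table of 35486 listed peaks. For each peak and library it holds the counts, which are whole numbers of reads without normalization, and the CPM, which the authors scaled to the reads in the listed peaks, so that each library sums to 1000000. For each peak it also holds the authors' comparison: a log2 fold change, an average log2 CPM, a score (an F statistic), a p-value and an adjusted p-value, and the authors' signed distance in bp to the nearest transcription start site. The columns of the comparison carry the names that edgeR's quasi-likelihood test gives its output; the paper's text does not name the test. Because the values are scaled to reads in peaks, a change of H3K4me3 by the same factor at every peak would not be visible. The positions in the table are not those of GRCm38, and no genome sequence was used, so the base composition of the peaks, the sequence under them and the positions of the ChIP-qPCR primers were not compared.

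The comparison was fixed before the data were examined as limma on log2(CPM + 1) values, on the understanding that only normalized values would be at hand. The deposited table holds whole counts, so edgeR's quasi-likelihood test with TMM scaling, which had been listed as an alternative, was made the main test, and limma became an alternative. The design had no covariate. The threshold was an adjusted p under 0.05 by the Benjamini-Hochberg method over all 35486 peaks or, for reads summed over each gene's peaks, over all 20871 genes. The common dispersion was 0.00133. Values per group are means of TMM-scaled CPM with the SD. The libraries held 3244495 to 3463731 reads in peaks. At this depth a peak with few reads per library, such as the peaks of *Dgat2* and *Gpd1l* away from their promoters (14 to 69 reads), carries a counting error that is a large part of its value, more so than at their promoter peaks (249 to 381 reads). A count of 0 allows up to 3 counts, and a peak with 3 counts or fewer in every library of a group was given a lower bound in place of a fold change. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

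The named genes were chosen by a rule written before the data were examined: the 10 genes of Fig. 3B and 3C; *Gpx4*, *Dgat1*, *Stk11*, *Nkx2-1*, *Foxa1* and *Foxa2*, which the paper names; the genes of the lists; and, of the peaks past the threshold with no overlap between the groups and a mean of at least 10 CPM in the higher group, the 5 with the largest increase and the 5 with the largest decrease. Some results that fall under this rule are not reported here. The lists of genes written before the data were examined were the 10 genes of Fig. 3C, other genes of TAG synthesis, macrophage, alveolar type 2, lymphocyte, endothelial, fibroblast and epithelial markers, and genes of ferroptosis defence and of ferroptosis promotion. No gene is in more than 1 of these lists. They were tested as sets with limma's camera (preset correlation 0.01) and fry on gene-level log2 CPM, adjusted over the 10 lists. A list of B cell genes, a list of T cell genes and a list of genes of other organs were added after the first results were seen; the B cell and T cell lists were written before the values of their genes were seen, except that of *Bank1*. Random lists (10000, seed 1) were matched on mean signal.

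The alternatives were limma on log2(CPM + 1); limma with a pseudocount of 0.25 or 4; a filter that left the 20543 peaks with a mean of at least 10 CPM; quantile normalization; centring each library on its median; DESeq2 with its size factors; edgeR's exact test scaled by total reads; an unadjusted p under 0.05; an added 1.5-fold change; for genes, the peak nearest the start site, the peak with the highest mean or the mean of the peaks' log2 fold changes; for the components, peaks with an unadjusted p under 0.05 and unit variance; and leaving out each library in turn. The pseudocounts, the quantile normalization and the median centring were written for limma, so they change the test as well as the setting. The edgeR test with TMM on whole reads, also on the list of alternatives, is the main test.

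The peak test was tested on simulated data with the dispersion and means of these libraries, in which 200 of 35486 peaks changed 2-fold. The changed peaks were drawn from those with a mean of at least 10 CPM. The test recovered 178 of the 200 peaks with 5 false calls, and DESeq2 recovered 126 with 0 false calls. Of 100 lists of unchanged genes, camera gave 6 and fry gave 4 an unadjusted p under 0.05. The simulated peaks were drawn independently of each other with the common dispersion. The counts therefore do not show how the tests behave when genes are correlated or when single peaks vary more between replicates. Tables S2 and S3 were held in part only, so no overlap with them was tested.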

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

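The results here are H3K4me3 signals at peaks or genes for which the paper reports none. The tests on the B cell and T cell lists were set before the values of their genes were seen, except that of *Bank1*; the tests on the neighbours of *Ccl7* and on genes of other organs were chosen after the results were seen.

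The 5 largest increases in KLG4 m/m by the rule for named genes were at *Ccl7*, *Srp54b*, *P2rx1*, *Gm53277* and *Sox2*. The paper names CCL7 only in its introduction, as a chemokine from alveolar macrophages. The peak 2.24 kb downstream of the start site of *Ccl7* (chromosome 11, 81938774 to 81939174) held 1 read in each KL library and 41 and 48 reads in the KLG4 m/m libraries. Its fitted log2 fold change of 5.36 depends on the prior count, since both KL libraries are under 3 counts; set against that limit, the signal was at least 15.5-fold higher in KLG4 m/m (edgeR adjusted p of the fit 2.38e-07). A sequence difference between the mice that is confined to the peak is a candidate explanation, and a change of chromatin in tumor cells or in other cells is another. Both of the 2 listed peaks within 100 kb rose: one 20.0 kb upstream of *Ccl2* by 2.16 on the log2 scale (edgeR adjusted p = 0.0216) and one at *Gm31522* by 0.86 (edgeR adjusted p = 0.190). A difference confined to the peak and a wider change cannot be told apart here, because the peak at *Ccl2* held 6 and 1 reads against 20 and 11 and both neighbours lie on the same side.

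The peak at the promoter of *Srp54b* (chromosome 12, 55202239 to 55202639) had a log2 fold change of 2.67, with 7 and 10 reads in KL and 46 and 59 in KLG4 m/m. The log2 fold changes were 1.79 at the promoter of *P2rx1*, 1.74 in an intron of *Gm53277* and 1.71 in an intron that the table assigns to *Sox2*. All 4 were past the threshold of edgeR's quasi-likelihood test (adjusted p from 5.96e-06 to 8.65e-04), and both KLG4 m/m libraries were above both KL libraries, as the rule requires. Reads shared with paralogs and sequence differences between the mice were not tested for these 4 peaks, which needs the reads or a genome. No biological explanation was tested for these peaks beyond the difference between the groups.

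*Srebf1*, a gene of the list of other TAG synthesis genes, has 4 listed peaks, and 1 of its promoter peaks (chromosome 11, 60111143 to 60111543) rose from 31.2 ± 1.40 to 72.0 ± 3.33 CPM (SD, n = 2 per group), a log2 fold change of 1.20 (edgeR adjusted p = 3.91e-07). The other 3 peaks did not pass the threshold (log2 fold changes of -0.26, -0.07 and 0.00), among them the promoter peak from 60113553 to 60113953. The peak was singled out after its values were seen. A difference in library size or scaling would move the neighbouring promoter peaks as well. The use of another start site of *Srebf1* in KLG4 m/m tumor cells was not tested, since the RNA-seq data were not analysed here.

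The lymphocyte list, written before the data were examined, had a median log2 fold change of 0.30 in cells sorted as CD45-negative, with 11 of its 11 genes with a listed peak above 0 and 3 past the threshold (camera adjusted p = 0.00335; fry adjusted p = 0.0887, which does not pass). The value was 0.45 without KL replicate 1, and with peaks of at least 10 CPM only it was 0.18 and no longer past the threshold (camera adjusted p = 0.174; over the 10 alternatives the adjusted p ran from 7.08e-04 to 0.174 and passed in 9). These genes carry signal in all 4 libraries. Lymphocyte genes had a listed peak in 11 of 12 cases against 11 of 36 for genes of other organs (Fisher's exact test, two-sided, p = 4.11e-04), which argues against peaks being listed at most genes of any tissue. The median signal in KL at peaks within 1 kb of a start site was 15.6 CPM for the lymphocyte list, 11.5 CPM for the genes of other organs, 19.2 CPM for alveolar type 2 markers, 29.4 CPM for epithelial markers and 42.5 CPM for all such peaks.

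A larger share of B cells or T cells among the sorted KLG4 m/m cells may stand behind the rise of the lymphocyte list. The separate B cell list, which shares no gene with the lymphocyte list, had a median log2 fold change of 0.62 with 12 of 14 genes higher (limma's camera, unadjusted p of 4.03e-06 and adjusted p of 8.06e-06 over both added lists; fry adjusted p of 0.00570), although *Ciita* fell by 0.47 past the threshold. Its signal was low (a median of 7.34 CPM in KL at peaks within 1 kb), and *Bank1* had the largest rise (1.34). The separate T cell list had a median of 0.20 with 13 of 15 genes higher (camera adjusted p of 2.04e-04; fry adjusted p of 0.0213) and a median signal of 19.4 CPM in KL. Among its genes with much signal, *Bcl11b* (130 CPM in KL and 147 CPM in KLG4 m/m) and *Tcf7* (102 and 109 CPM) rose by 0.17 and 0.09 on the log2 scale without passing the threshold (edgeR adjusted p of 0.128 and 0.549), and *Ccr7* (67.0 and 87.9 CPM) and *Zap70* (68 and 82.7 CPM) rose by 0.39 and 0.28 and passed it (edgeR adjusted p of 0.00226 and 0.0401). Both tests could have come out the other way, and both cell types stay open as candidate sources. A change of these promoters within tumor cells stays open as well, since several of these genes are also active in other cells and how many was not counted. Whether such cells contribute to the rise of any of the 10 TAG synthesis-related genes was not tested.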

How the results depend on the processing

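The alternatives were set before the data were examined, and none was added later. The count of other splits was set before as well, and what it would show was written down after the result was seen.

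The direction of the log2 fold change at the upstream peak of *Dgat2* was the same under all 8 alternatives that tested it (0.66 to 0.86), and its call in 7. DESeq2 gave 0.86 with an adjusted p of 0.336 (range over the alternatives 0.00523 to 0.336), and the peak at *Gpx4* was likewise no longer past the threshold under DESeq2 (0.40, adjusted p = 0.267; range 0.00163 to 0.267). The intronic peak of *Gpd1l* stayed above 0 and outside the threshold under the 6 alternatives that gave it an adjusted p (0.45 to 0.74; adjusted p 0.138 to 0.161). DESeq2 gave it a log2 fold change of 0.76 and no adjusted p, and the filter on mean CPM removed it. The median of the 10 genes of Fig. 3C stayed between 0.26 and 0.37 and past camera's threshold under all 10 alternatives, and that of the alveolar type 2 list between -0.67 and -0.40 under the same 10. limma on log2(CPM + 1), both pseudocounts and edgeR's exact test left the peaks of *Dgat2*, *Gpd1l* and *Gpx4*, the summed signals of *Dgat2* and *Gpd1l* and the list medians on their side of the threshold, and the counts of peaks and of genes of Fig. 3C within 1.5 times. Single peaks of Fig. 3C genes near the threshold did cross it: under the exact test the strongest peaks of *Pla2g7* (adjusted p = 0.0447; range over the alternatives 0.0447 to 0.594) and *Srebf2* (0.0439; range 0.0439 to 0.553) passed, from 0.0566 each, and with a pseudocount of 0.25 the intronic peak of *Pla2g4a* no longer did (0.0501, from 0.0434; range 0.0271 to 0.0698). Under DESeq2 the peak of *Apoe* no longer passed (0.0545, range 8.70e-06 to 0.0545). Nor did the called peaks of *Agpat4* and *Pld3*, the weaker rise of *Gpam* and the intronic peak of *Plpp1* pass under DESeq2. Quantile normalization also took the called peaks of *Agpat4* (limma adjusted p = 0.0871, range 0.0162 to 0.465) and *Pld3* (0.0768, range 0.0275 to 0.526) out of the threshold. It did the same to the intronic peak of *Pla2g4a* (0.0698).

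Of the peaks, 1099 were higher and 1960 lower. DESeq2 called 33 higher and 244 lower, quantile normalization 486 and 866, an unadjusted p under 0.05 3958 and 4780, and the added 1.5-fold change 712 and 1390. Of the 3059 calls, 277 were also made by DESeq2 and 1343 after quantile normalization. Lower peaks made up 64.1% of the calls, 88.1% under DESeq2, 64.1% after quantile normalization and 58.9% after median centring. Within 1 kb of a start site, 494 peaks were higher and 1440 lower; DESeq2 called 19 and 229, quantile normalization 218 and 734, an unadjusted p 1873 and 2900, and the 1.5-fold change 225 and 898. Of the other peaks, 605 were higher and 520 lower; DESeq2 called 14 and 15, quantile normalization 268 and 132, an unadjusted p 2085 and 1880, and the filter on mean CPM left 240 lower, as it tests fewer peaks. On simulated data with 200 changed peaks DESeq2 recovered 126 where edgeR recovered 178, so it calls fewer peaks at the same noise; the cause of the rest of the gap was not tested. An unadjusted p and the fold limit change the counts by construction. The cause of the change under quantile normalization was not tested. No scaling moved the median log2 fold change of all peaks by more than 0.1.

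Of the 10 genes of Fig. 3C, 6 were past the threshold, and 2 were under DESeq2 and with the 1.5-fold change. The summed signal of *Dgat2* was 0.06; it was -0.00264 after quantile normalization, -0.0479 with the peak nearest the start site and -0.0545 with the peak with the highest mean, which is the same promoter peak. With the same weight for each peak it was 0.40 for *Dgat2* and 0.28 for *Gpd1l*, because the weak peaks that rose then count as much as the promoter peaks. The promoter peak of *Gpd1l* (0.02) turned to -0.00437 with the filter and -0.0205 after quantile normalization. The peak nearest the start site gave *Foxa1* 0.16 and *Srebf1* -0.0680, and the peak with the highest mean gave *Srebf1* -0.00146. The list of other TAG synthesis genes (-0.04) turned to 0.0267 with the filter and 0.0480 after median centring. The epithelial list (-0.00433) turned to 0.00948 with the filter, 0.0117 after quantile normalization, 0.0871 after median centring and 0.0595 with the peak with the highest mean, which also gave the ferroptosis defence list -0.000302. None of these reversed values was past the threshold, and of the values they reversed that of *Srebf1* (0.28) was. The lymphocyte list fell from 0.30 to 0.18 with the filter and out of camera's threshold. Apart from the feature choices, the causes were not tested. Of the other named peaks and genes, 26 results were weaker, 3 stronger and 5 moved beyond the spread between replicates, while 299 did not change.

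Without 1 of the 4 libraries in turn, the values ranged as follows, and no test was run on them. The promoter peak of *Dgat2* ran from -0.10 to 0.01, with 0.01 without KL replicate 2, and the summed signal of *Dgat2* from 0.000277 to 0.13, with 0.000277 without KL replicate 1. The promoter peak of *Gpd1l* ran from -0.0607 to 0.0963, with -0.0607 without KL replicate 2, and its summed signal from 0.0133 to 0.14, with 0.14 without KL replicate 1. The 10 genes of Fig. 3C ran from 0.23 to 0.38, the alveolar type 2 list from -0.84 to -0.51, the macrophage list from 0.11 to 0.19 and the lymphocyte list from 0.22 to 0.45, with 0.45 without KL replicate 1. The endothelial list ran from -0.33 without KLG4 m/m replicate 4 to -0.00424 without KL replicate 2, so its value rests on single libraries. The 4 lists with medians near 0 changed direction or size with 1 library: the epithelial list ran from -0.0883 without KL replicate 2 to -0.0118, ferroptosis defence from -0.04 to 0.09, fibroblast from -0.06 to 0.14 and other TAG synthesis from -0.06 to 0.00. No paired analysis was possible because the replicate numbers of the groups (1 and 2, 3 and 4) do not pair the mice.

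The real split of the libraries gave 3059 peaks past the threshold, and 1 of the 3 splits (the real one) gave as many; the other 2 splits gave 0 and 0 (193 and 211 at an unadjusted p under 0.05). With 3 splits, the difference between the groups and an accidental one cannot be told apart by this count. The depth limits the weak peaks: the peaks of *Dgat2* and *Gpd1l* away from their promoters held 14 to 69 reads per library.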

Differences from the paper's values

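All alternatives named here were set before the data were examined.

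The second principal component of H3K4me3 held 21.5% of the variance over all listed peaks, against about 8.6% in Fig. 3B of the paper, read by eye. With only the peaks with an unadjusted p under 0.05 between the groups, it held 9.2%, which falls within the paper's value; with unit variance it held 26.7%. The first component held 59.5% over all listed peaks, 83.4% over the peaks with an unadjusted p under 0.05 and 48.7% with unit variance, against about 83% in Fig. 3B, read by eye.

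The paper states that H3K4me3 on the locus of *Gpd1l* was significantly increased in KLG4 m/m tumor cells. None of the 3 listed peaks of *Gpd1l* passed the threshold on the adjusted p of edgeR's quasi-likelihood test (0.145 at the intronic peak, 0.944 at the promoter peak and 0.944 at the distal peak), nor did the sum of its peaks (0.685). At the unadjusted p of the same test the intronic peak is called (0.0272). The paper counts P under 0.05 as significant and names no adjustment for CUT&Tag, so the threshold here may be the stricter one. The 6 alternatives that gave the intronic peak an adjusted p did not call it. The paper states the same of *Dgat2*. Of its 2 peaks, the upstream one passed the threshold, with a log2 fold change of 0.85. The promoter peak (-0.05) and the sum of both peaks (0.06) did not. The paper also reports ChIP-qPCR assays at both genes, which were not used here.

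Fig. 3C marks each of the 10 TAG synthesis-related genes as raised in H3K4me3. Besides *Gpd1l*, no peak of *Pla2g7* or *Srebf2* passed the threshold on the adjusted p of edgeR's test (0.0566 at the strongest peak of each), although the sums of their peaks did (0.0249 and 0.0286); at the unadjusted p both are called (0.00525 for each). With edgeR's exact test on total reads both strongest peaks passed (0.0447 for *Pla2g7* and 0.0439 for *Srebf2*), and with the filter on mean CPM that of *Pla2g7* did (0.0453). The sums of *Pla2g4a* (0.262) and *Pld3* (0.0546) did not pass over all genes, although 1 peak of each did (0.0434 and 0.0406). The sum of *Pld3* passed with p adjusted over the list alone (0.0122), after median centring (0.00707), at the unadjusted p (0.00854) and with the peak nearest the start site (0.0285). A peak of *Plpp1* fell by 1.17.

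Fig. 3C gives *Dgat2* its strictest mark and *Agpat4* its mildest. The unadjusted p at the upstream peak of *Dgat2* was 5.11e-04 and that at the promoter peak of *Agpat4* was 0.00188. Fig. 3D labels its window at *Gpd1l* as chromosome 7, and the deposited table places all 3 peaks of *Gpd1l* on chromosome 9.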

Other observations

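The set tests of the gene lists and the tests of the named peaks and genes were set before the data were examined, and the share of genes with at least 1 raised peak before its result was seen; the tests of explanations and the shares and windows beside them were chosen after the results were seen.

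Peaks near start sites were more often lower than higher in KLG4 m/m: 1440 against 494 of the peaks within 1 kb, while the other peaks were 520 lower and 605 higher. Scaling between libraries is an unlikely cause, since after quantile normalization 2627 peaks within 1 kb were lower and 1589 higher at an unadjusted p under 0.05 (2900 and 1873 before). A graded property of the libraries, such as the share of reads in peaks or the quality of the cells, stays open. Of the peaks within 1 kb called lower, 66.0% had more signal in KL replicate 2 than in KL replicate 1, against 50.7% of those not called at an unadjusted p, and 65.0% had less signal in KLG4 m/m replicate 4 than in replicate 3, against 48.1%. The same shares for lower peaks further than 1 kb were 53.1% and 50.0%. The lower peaks near start sites therefore may follow in part a gradient that also runs within each group. Whether this gradient is technical or a graded state of the tumor cells was not tested.

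The alveolar type 2 list had a median log2 fold change of -0.66, with 7 of its 10 genes with a listed peak past the threshold on the adjusted p and lower (camera adjusted p = 9.04e-06; fry adjusted p = 0.0193). *Lamp3* fell by 2.52, *Sftpa1* fell by 1.22 and *Lyz2*, of the macrophage list, fell by 0.61. The alveolar type 2 genes fell by more than the 9 epithelial genes with a listed peak (rank-sum test over genes, two-sided, p of 0.0133). The values of the lists overlap, and *Epcam* fell by 0.82 and *Cdh1* by 0.38 past the threshold. The test cannot exclude a lower share of epithelial cells, because genes of the same libraries are not independent. The lists also differ in signal, with medians of 19.2 and 29.4 CPM in KL at peaks within 1 kb of a start site. Per library, the mean log2(CPM + 1) of the alveolar type 2 genes minus that of the epithelial genes was -0.75 and -0.62 in KL and -1.35 and -1.22 in KLG4 m/m. A lower share of epithelial cells stays open as a cause of part or all of the fall. A change in the state of the tumor cells and a change in the share of alveolar type 2 cells among the sorted epithelial cells both stay open and were not tested. Of the transcription factors that the paper names, *Foxa2* fell by 0.70 (edgeR adjusted p = 7.86e-05), *Foxa1* fell by 0.15 (edgeR adjusted p = 0.173) and *Nkx2-1* fell by 0.13 (edgeR adjusted p = 0.576). These are summed signals. Of the 6 peaks of *Foxa1*, 1 promoter peak fell by 0.66 past the threshold (edgeR adjusted p = 0.0268). Its other peaks, from -0.28 to 0.16, did not pass. The sum of *Foxa1* passed in 1 of 10 alternatives, quantile normalization (-0.22, limma adjusted p = 0.0493).

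*Apoe* rose by 1.14 at its only peak, and all 11 macrophage genes with a listed peak lay more than 2 standard errors below it. The macrophage list had a median of 0.14 (camera adjusted p = 0.392; fry adjusted p = 0.348), and its genes moved apart: *Spi1* rose by 0.38 (edgeR adjusted p = 1.39e-04) and *Adgre1* by 0.46 (edgeR adjusted p = 0.0234), while *Lyz2* fell by 0.61 (edgeR adjusted p = 1.57e-04). More macrophages among the sorted cells and a change at *Apoe* in tumor cells cannot be told apart here, because most of these genes held more signal in KL than *Apoe* did, so the same added signal would move them by a smaller fold.

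The remaining lists did not pass camera's threshold. The median log2 fold changes were -0.21 for endothelial markers (camera adjusted p = 0.337), 0.03 for fibroblast markers (camera adjusted p = 0.852, with a listed peak at 4 of 10 genes), -0.00 for epithelial markers (camera adjusted p = 0.337), 0.03 for ferroptosis defence (camera adjusted p = 0.852) and 0.16 for ferroptosis promotion (camera adjusted p = 0.194). Under fry, the ferroptosis promotion list passed the threshold (adjusted p = 3.74e-04) with 7 of 10 genes higher and none past the threshold by itself, and the other 4 did not pass.

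The promoter peak of *Gpx4* (chromosome 10, 79889200 to 79889600) was higher in KLG4 m/m, from 68.8 ± 1.16 to 90.7 ± 3.56 CPM (SD, n = 2 per group), a log2 fold change of 0.40 (edgeR adjusted p = 0.00854), although the gene is deleted in these tumor cells. The targeting construct was knocked into this locus, and reads from a promoter outside the deleted part, or from cells that kept the gene, would both be counted there. The peaks within 1 Mb had a median log2 fold change of 0.0755, which speaks only against a gain of that whole stretch. Of the 24 other peaks within 100 kb, 19 were above 0, with a median of 0.16. A change of the promoter, a shorter segment with more copies and inherited sequence differences around the locus cannot be told apart here. At *Stk11* (*Lkb1*), which lies within that distance, 1 of 2 peaks rose by 0.62 (edgeR adjusted p = 0.00140).

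The sex of the mice is an unlikely cause of the difference between the groups, since the summed signal of the 10 peaks on the Y chromosome differed by -0.0257 on the log2 scale (87.2 and 99.1 CPM in KL, 87.3 and 95.7 CPM in KLG4 m/m). The peak at *Xist* held 39 to 60 reads in each of the 4 libraries, so every library carried signal at the Y chromosome and at *Xist*. Whether the tumors of mice of both sexes were pooled was not tested. The medians of the log2 fold change per autosome and X chromosome lay between -0.03 and 0.06. Over 439 windows of 5 Mb with at least 20 peaks the SD of the medians was 0.0888, against 0.0414 between the KL replicates and 0.0459 between the KLG4 m/m replicates.

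Of the 4369 genes with 2 listed peaks, 19.0% had at least 1 peak raised at an unadjusted p under 0.05, promoter peaks included, and of the 1687 genes with 3 listed peaks 29.9% did. A raised peak beside unchanged peaks within 1 kb of the start site, as at *Dgat2* and *Gpd1l*, was less common: it was found at 6.26% of the 2859 genes with 2 listed peaks of which 1 lies within 1 kb, and at 11.9% of the 1258 genes with 3 listed peaks both within and beyond 1 kb. These last shares were computed after the first were seen. Regulation at these 2 loci and the choice of 1 peak among several cannot be told apart from these shares, because groups that differ at many peaks give raised peaks at many genes.

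The 5 largest decreases by the rule for named genes were at promoter peaks of *Arhgap32* (-3.24), *Il17d* (-2.82), *Eif4e3* (-2.67), *Gab2* (-2.65) and *Pygo1* (-2.52), with adjusted p from 2.65e-05 to 5.02e-04 in edgeR's quasi-likelihood test. KL replicate 2 weighs on 4 of them: *Il17d* held 22 and 75 reads, *Gab2* 34 and 85, *Pygo1* 38 and 71 and *Eif4e3* 29 and 45 in the KL libraries. Without KL replicate 2 their log2 fold changes were -1.68, -1.85, -2.00 and -2.31. That of *Arhgap32* was -2.70 without KLG4 m/m replicate 3 and -4.05 without KLG4 m/m replicate 4. Under DESeq2, *Il17d* (adjusted p = 0.125; over the 7 alternatives from 5.01e-07 to 0.125) and *Gab2* (adjusted p = 0.0715; over the 7 alternatives from 1.11e-08 to 0.0715) no longer passed the threshold.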
